# Genome-wide identification and analysis of long non-coding RNAs involved in fatty acid biosynthesis in young soybean pods

**DOI:** 10.1038/s41598-021-87048-7

**Published:** 2021-04-07

**Authors:** Bohan Ma, Aijing Zhang, Qiuzhu Zhao, Zeyuan Li, Abraham Lamboro, Haobo He, Yue Li, Suqi Jiao, Shuyan Guan, Siyan Liu, Dan Yao, Jun Zhang

**Keywords:** Molecular biology, Plant sciences

## Abstract

Long non-coding RNAs (lncRNAs) are non-coding RNAs of more than 200 nucleotides. To date, the roles of lncRNAs in soybean fatty acid synthesis have not been fully studied. Here, the low-linolenic acid mutant ‘MT72′ and the wild-type control ‘JN18′ were used as materials. The lncRNAs in young pods at 30 and 40 days (d) after flowering were systematically identified and analyzed using transcriptome sequencing technology combined with bioinformatics tools. A total of 39,324 lncRNAs and 561 differentially expressed lncRNAs were identified. A lncRNAs-miRNAs-protein-coding genes (mRNAs) network was constructed, and 46 lncRNAs, 46 miRNAs and 137 mRNAs were found to be correlated. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of 12 targeted mRNAs in the competing endogenous RNA network showed that these lncRNAs may be involved in the biological processes of fatty acid transport, lipid synthesis and cell division. Finally, the expression levels of differentially expressed lncRNAs, miRNAs and mRNAs were verified using qRT-PCR. The expression patterns of most genes were consistent with the sequencing results. In conclusion, new information was provided for the study of fatty acid synthesis by lncRNAs in young soybean pods.

## Introduction

Soybean [*Glycine max* (L.) Merr] is an important oil crop that is planted worldwide^1^. Soybean oil is the world’s vegetable oil. Its synthetic pathway can be divided into the de novo synthesis of fatty acids, the synthesis of triacylglycerol and the formation of oils and fats. Soybean oil is synthesized mainly in plastids and the endoplasmic reticulum. Fatty acid precursors produce saturated fatty acids 18:1-acyl-acyl carrier protein (ACP) by polymerization. The production of 18:3-ACP is catalyzed by stearyl-ACP desaturation enzyme. Then, using 18:1-ACP as a substrate of free fatty acids, acylcoenzyme A synthase synthesizes acyl coenzyme A, which enters the endoplasmic reticulum. Soybean oil is then synthesized by a series of enzymes. Fatty acids account for more than 90% of soybean oils fat content, and the content and composition of the fatty acids are important indexes to determine the oil’s quality. Saturated and unsaturated fatty acids are made up of fatty acids^2^. Oleic, linoleic and linolenic acids are unsaturated fatty acids. Unsaturated fatty acids have important functions that lengthen plant cell life, reduce the cholesterol content in the human body and reduce brain thrombosis formation. The human body cannot synthesize linoleic and linolenic acid. Therefore, they must be obtained from food. Thus, breeding new soybean varieties with high monounsaturated fatty acid contents and low contents of polyunsaturated fatty acid contents has become an urgent task for breeders.

Since the rise of miRNA research in 2005, non-coding RNAs (ncRNAs) have been at the forefront of epigenetic research^3^. After miRNAs, ncRNAs of different types and sources, such as long non-coding (lncRNAs) and circular RNAs, were successively discovered^4^, and their functions are being continuously revealed. NcRNAs play important regulatory roles in various physiological processes of the body. The study of ncRNAs has gradually shifted from focusing on the function of a single RNA to the multi-factor and even omics-based coordinated regulation of multiple RNAs. LncRNAs are a class of ncRNAs that are longer than 200 nt, with a promoter substructure and polyA tail, and both tissue and space–time specificity^5^. LncRNAs expression levels are different in different plant tissues. NcRNAs were originally thought to be transcriptional ‘noise’ because of their low expression levels and sequence conservation. However, recent studies have found that lncRNAs are key regulators of cellular processes and can play roles at the transcription level as *cis*- or *trans*-regulators of gene expression with functions in regulating plant growth and development^6^. Before 2000, there were no research reports from China related to lncRNAs, but by 2017, more than 3,500 papers had been published. By 2019, there have been nearly 7,000 published papers on lncRNAs in plants. Those in maize (*Zea mays* L.), Arabidopsis (*Arabidopsis thaliana* L.), rice (*Oryza sativa* L.) and other oil crops accounted for more than 50% of the research. To date, a large number of lncRNAs have been identified in soybean (*Glycine max* L.)^7^, Arabidopsis (*Arabidopsis thaliana* L.)^8^, wheat (*Triticum aestivum* L.)^9^, rice (*Oryza sativa* L.)^10^, maize (*Zea mays* L.)^11^, tomato (*Solanum lycopersicum* L.)^12^ Brassica napus^13^. Chen identified 3,030 long intergenic non-coding RNAs (lincRNAs) and 275 natural antisense transcripts (lncNATs) in soybean roots by high-throughput sequencing^14^. And these lncRNAs induced by continuous salt-stress and their potential functions in soybean roots were explored. Lin comprehensively identified lncRNAs from different soybean tissues under different conditions^15^. In addition, publicly available soybean transcriptome data including 322 samples were analyzed totally, and 69,000 lncRNA gene loci were identified. A previously unreported subset of small peptide-coding transcripts was identified from these lncRNA loci via tandem mass spectrometry. Golicz found 6,018 lincRNAs sites through RNA-seq technology in 37 samples from 9 different tissues of soybean^16^. The co-expression analysis of lncRNAs and protein-coding genes showed that lncRNAs may be involved in stress response, signal transduction and development process. Kang systematically analyzed lncRNAs in the shattering-sensitive (SS) and shattering-resistant (SR) of soybean pods by RNA-Seq^17^, and 225 differentially expressed lncRNAs were identified. Finally, the potential genes and molecular pathways of differences in soybean pod dehiscence were further explored through the co-expression network of lncRNAs and protein-coding genes. At present, the research on the function of lncRNAs is one of the hotspots and difficulties in biological research. The identification and analysis of lncRNAs in soybean will be helpful to understand the characteristics and related biological functions of lncRNAs in other oil-bearing crops better.

LncRNAs cannot encode proteins but are structurally similar to known protein-coding genes. Some plant lncRNAs can act as competing endogenous RNAs (ceRNAs) and regulate miRNAs through targeting. Therefore, the interaction between a miRNA and its targets may be blocked to affect plant growth and development. For example, Bardou reported that lncRNAs Induced by Phosphate Star-Vation1 (IPS1) induced by low phosphorus in A. thaliana removes the inhibition of miR399 on target gene PHO2 by simulating the target gene^18^. Therefore, the phosphorus reaction process is regulated to reach a stable state. Wang identified several lncRNAs as target simulators of tomato miRNAs in response to tomato yellow leaf curl virus infection^19^. Recently, studies in B. napus predicted that 13 lncRNAs were precursors of 96 miRNAs. These miRNAs are involved in the infection of B. napus. Although there have been reports on the mechanism and functions of lncRNAs, their roles in plants are not fully understood. Therefore, the characteristics of different types of lncRNAs in plants need to be further studied to clarify their mechanism of action.

To date, a large number of lncRNAs regulating fat metabolism have been screened in human, mouse, pig, bovine and other species. Studies have indicated that lncRNAs are key regulators of human thermogenic adipocytes, and have revealed the role of lncRNAs in organelle communication and human energy metabolism^20^. LncRNAs have been identified as having potential functions in many plants. Yin reported that lncRNAs and related target genes in peony seeds may be involved in fatty acid synthesis and lipid metabolism^21^. Shen found that some lncRNAs in B. napus may play roles in lipid synthesis^22^. However, there were no research findings on the involvement of lncRNAs in soybean oil synthesis. In this study, the expression profiles of lncRNAs at different stages in the young pods of the low-linolenic acid mutant ‘MT72′ and wild-type ‘JN18′ were systematically identified and analyzed. Then, we compared the levels of differentially expressed lncRNAs with those of protein-coding genes, and finally, we inferred that some lncRNAs had potential functions related to the regulation of soybean lipid anabolism using a ceRNA co-expression network. This research provides insights into the regulation of ceRNAs and other biological processes in soybean, and it also provides theoretical basis into the functions of lncRNAs in soybean and other oil-bearing crops.

## Results

### Preliminary experiments of sequencing

The key enzyme-encoding genes *FAD3C-1*, *ACC*, and *GAT* in the soybean fatty acid synthesis pathway were selected as the target genes, and *Lectin* was the internal control gene. The soybean transcription level was analyzed in the corresponding period using RT-PCR and real-time fluorescence quantitative PCR (Fig. 1), and the correlations between the expression levels of key enzyme genes for oil synthesis and different developmental stages of soybean grains were determined. Additionally, changes in the oil accumulation levels of soybean ‘MT72′ and ‘JN18′ during different developmental periods were systematically analyzed. The results showed that the changes mostly occurred between 30 and 40 d after the flowering, and then the oil accumulation gradually decreased (Fig. 2). In order to further verify this result, gas chromatography experiments were carried out on fatty acids of soybean ‘JN18′ at different stages (Fig. 3).

**Figure 1:**
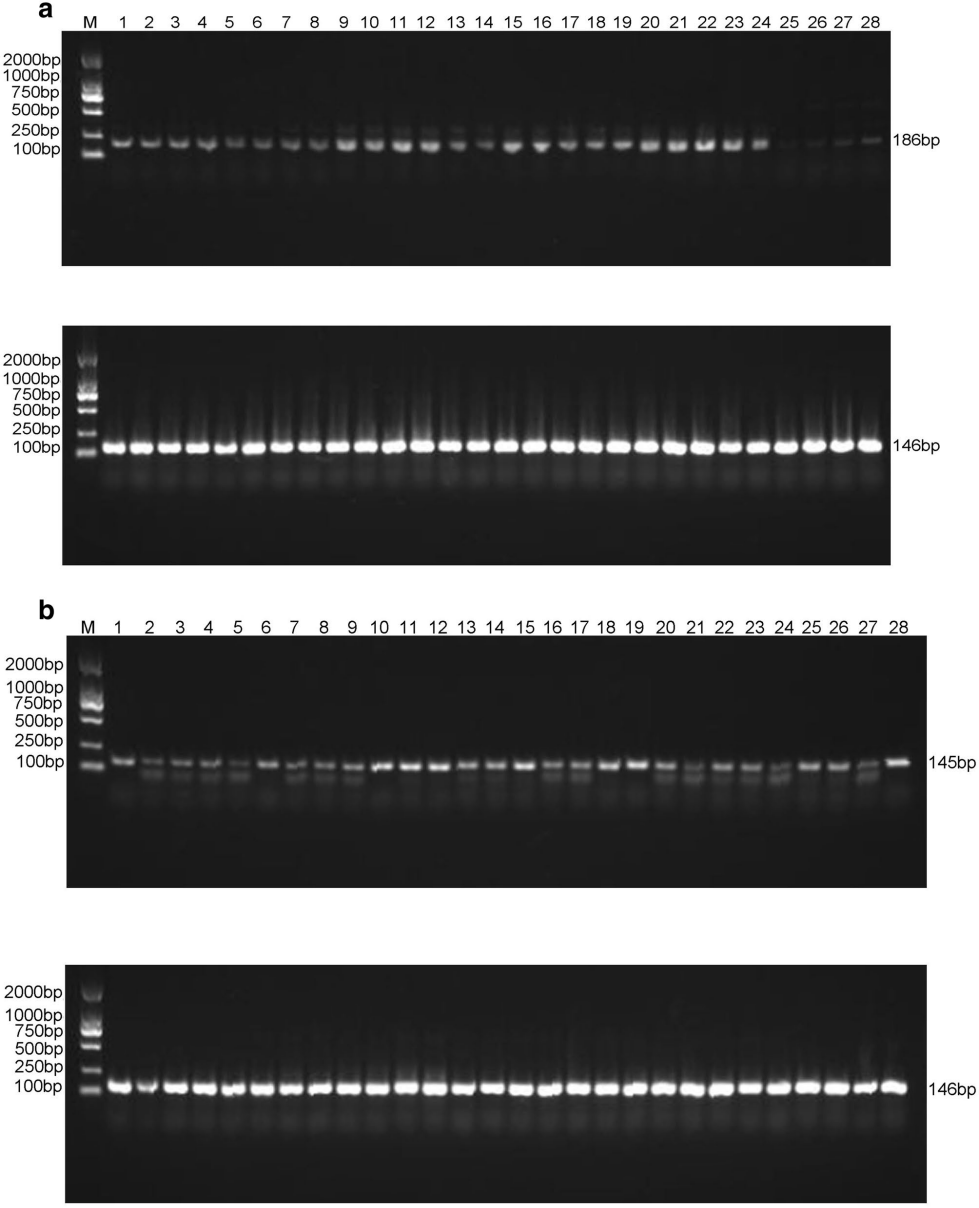

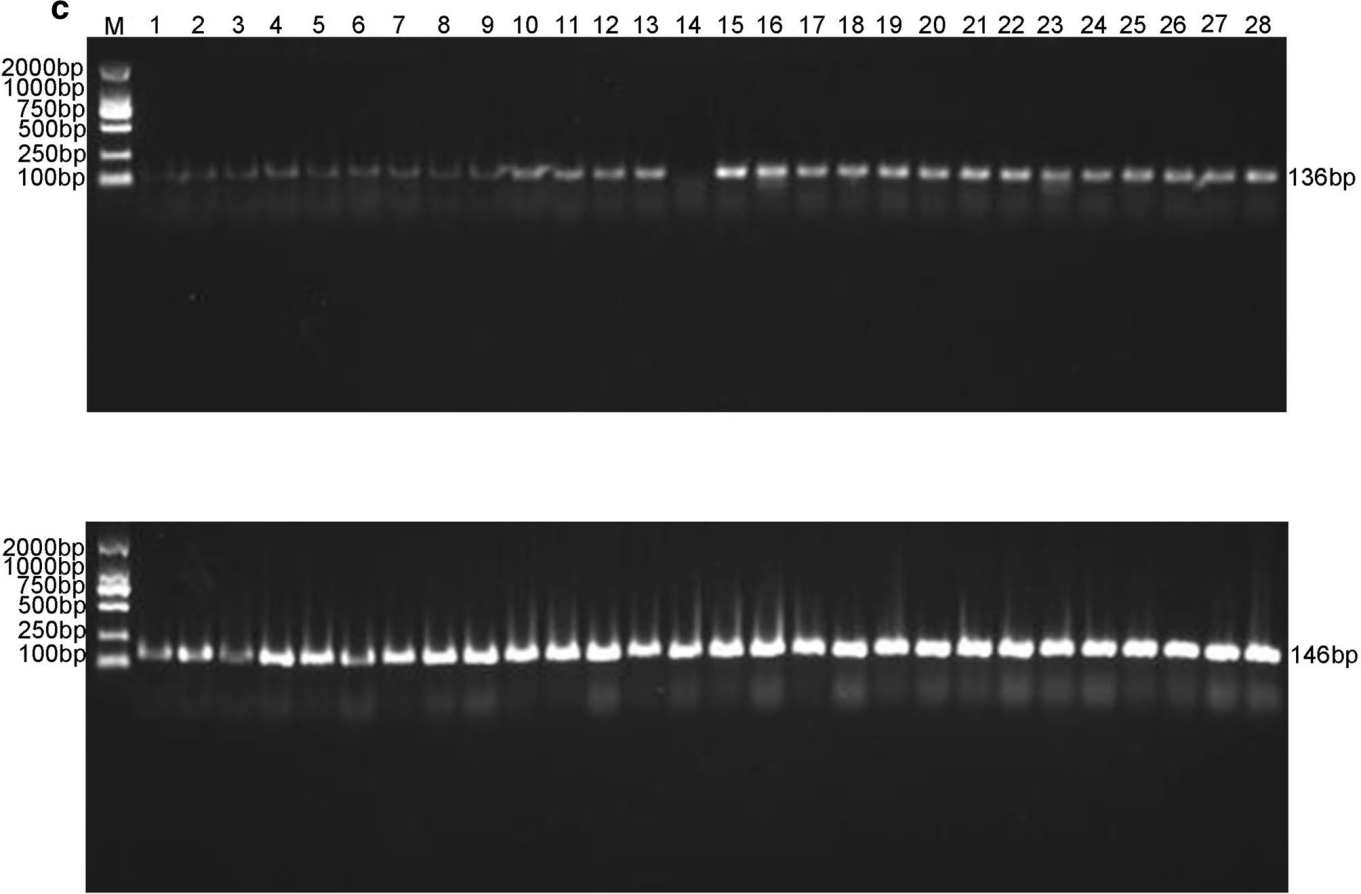
RT-PCR of *FAD3C-1*, *ACC*, *GAT* expression in seven developmental periods. (**a**) *FAD3C-1*, (**b**) *ACC*, (**c**) *GAT*. below the target gene is the internal control gene *Lectin*. Lane numbers indicate the soybean developmental stage as follows: lanes 1–4, 20 d after flowering, 5–8, 30 d after flowering, 9–12, 40 d after flowering, 13–16, 50 d after flowering, 17–20, 60 d after flowering, 21–24, 70 d after flowering, 25–28, 80 d after flowering.

**Figure 2:**
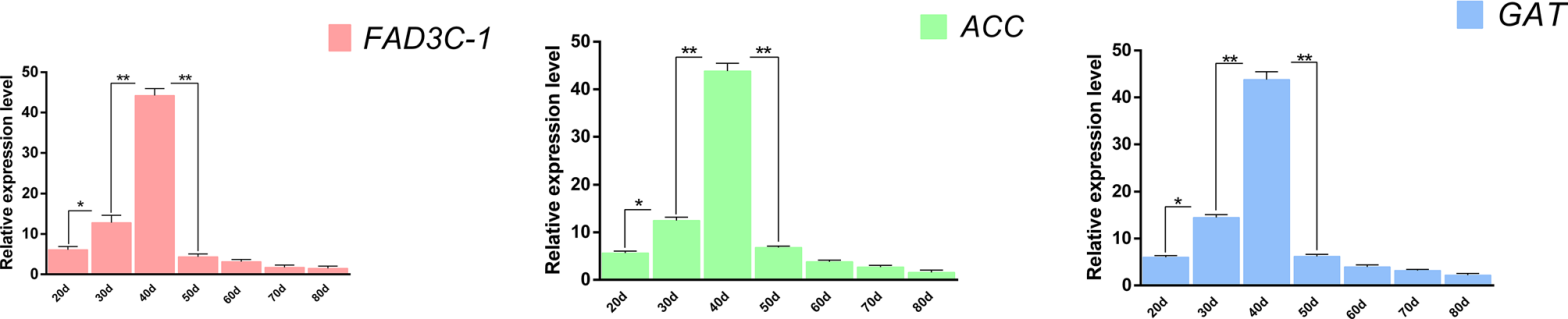
Analysis of relative expression levels of *FAD3C-1*, *ACC* and *GAT* genes in soybean during seven developmental stages from 20 to 80 d after soybean flowering. *Indicates a statistical difference at *p* < 0.05, **indicates a statistical difference at *p* < 0.01.

**Figure 3:**
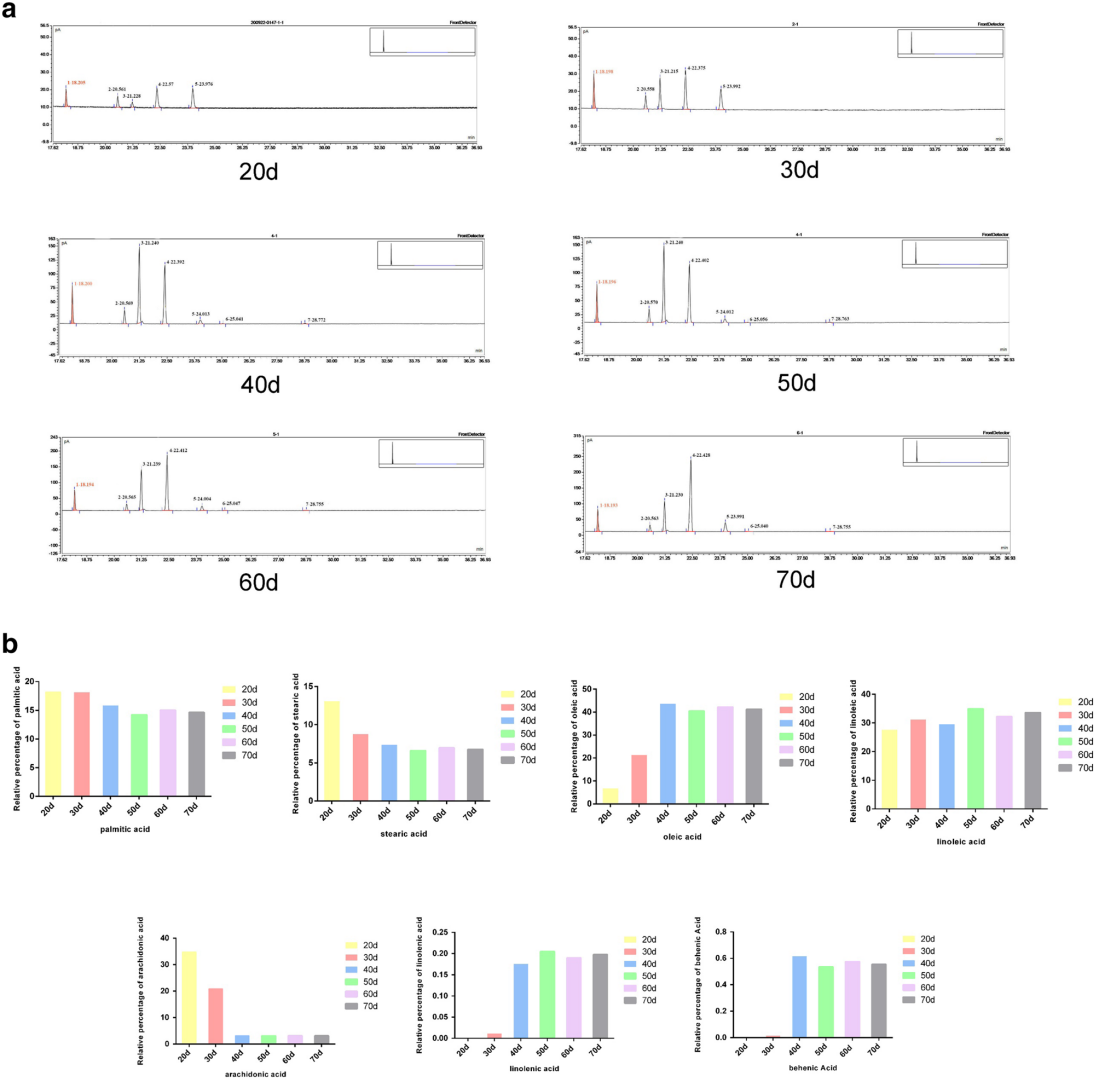
The gas chromatogram of soybean pods at different stages. (**a**) Gas chromatographic peak of fatty acid content in soybean at different stages (The starting points from left to right are palmitic acid, stearic acid, oleic acid, linoleic acid, arachidonic acid, linolenic acid and behenic acid). (**b**) The relative content of fatty acids in soybean in different periods.

### Identification and characterization of lncRNAs in soybean

In this study, two soybean cultivars were investigated by transcriptome sequencing at two seed development stages (30 and 40 d after flowering), with three biological replicates. 

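Young pods of the low-linolenic acid mutant MT72 and of JN18 were compared at 30 and 40 d after flowering, with 3 libraries in each of 4 groups. Libraries MT_4, MT_5 and MT_6 are the group MT_40, libraries MT_7, MT_8 and MT_9 are MT_30, libraries JN_4, JN_5 and JN_6 are JN_40, and libraries JN_7, JN_8 and JN_9 are JN_30. RNA was sequenced as paired reads of 150 bases. The deposited table lists 11072 assembled lncRNA transcripts with their FPKM, a measure of expression scaled by transcript length and library size, and their mean read coverage per base in every library. It also gives the class code, exon number, length, position and coding scores of each transcript. The authors made these values with StringTie after trimming the reads with Cutadapt. The methods name HISAT2 as the mapper, while the submitters' processing notes name TopHat2. The genome build of the coordinates is not given in the sources used here. The ratio of coverage to FPKM was constant within each library and gave the depth in aligned bases (Gb, gigabases). It was 10.8 to 11.6 Gb in MT_40 (median 11.6), 11.2 to 11.6 Gb in MT_30 (median 11.2), 10.5 to 12.3 Gb in JN_40 (median 11.7) and 10.0 to 12.2 Gb in JN_30 (median 10.8). At this depth, 1 FPKM in a transcript of the median length corresponded to 22.6 to 27.7 reads. Library JN_9 stood apart from the other libraries, with 2847 transcripts listed at 0 against 2074 to 2360 in each of the others. The lncRNAs were compared with limma on log2 of FPKM plus 0.1, and p-values were adjusted with the Benjamini-Hochberg method over 9142 lncRNAs above 0.1 FPKM in at least 3 libraries. The p-values measure the spread between biological replicates. Read counts, mRNAs and miRNAs were not analysed here.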

The sequencing produced 300 million raw reads. After using Cutadapt^23^ to filter out the unqualified sequences, the clean data were obtained. More than 96% of the raw reads were clean reads (Supplementary Table 1). Clean Data were located by comparison with two soybean reference genomes, and reads were assembled and annotated using StringTie^24^, the latest transcription assembly software. In total, 52,507, 53,733, 53,601, 54,012, 52,085, 49,641, 51,779, 52,224, 52,926, 52,105, 52,070, and 51,551 mRNAs were identified from 12 cDNA libraries, including ‘MT72′ at 30 and 40 d after flowering (libraries MT30 and MT40, respectively) and ‘JN18′ at 30 and 40 d after flowering (libraries JN30 and JN40, respectively) (Supplementary Table 2). Then, the known mRNAs and transcripts less than 200 bp were removed, and the remaining transcripts were used to predict lncRNAs. 

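LncRNAs were found in every library in similar numbers, apart from library JN_9. A transcript was taken as detected when its FPKM was above 0. On average 8841 ± 86.6 lncRNAs (SD, n = 3) were detected in a library of MT_40 and 8905 ± 54.4 (SD, n = 3) in a library of MT_30. The averages were 8760 ± 74.9 (SD, n = 3) in JN_40 and 8693 ± 411 (SD, n = 3) in JN_30. Within JN_30, libraries JN_7 and JN_8 listed 8998 and 8855 lncRNAs and library JN_9 listed 8225. Counting a lncRNA in a group when at least 1 of its 3 libraries listed it gave 9761 in MT_40, 9794 in MT_30, 9747 in JN_40 and 10030 in JN_30. All 3 libraries of a group shared 7814 lncRNAs in MT_40, 7961 in MT_30, 7663 in JN_40 and 7162 in JN_30.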

The transcripts with protein-encoding potential were removed, and 9,761, 9,747, 9,794 and 10,022 lncRNAs were detected in MT40, JN40, MT30 and JN30, respectively. In this study, 39,324 lncRNAs were identified (Supplementary Table 3). 

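The table held 10580 distinct lncRNA transcripts with an FPKM above 0 in at least 1 library. They came from a list of 11072 transcripts of 10553 genes, of which 492 were listed at 0 in all 12 libraries. A lncRNA present in all 4 groups is counted 4 times when the group counts are added, and that sum was 39332. The authors had removed transcripts with coding potential, so the upper limit of the coding scores follows from that choice. The highest CPC score in the list was 0.491 and the highest CNCI score -4.096e-04. The list gives a host gene name for 6691 transcripts, among them DGAT, FATB1B and LEA-2, and the names point to 4607 distinct genes.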

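Pods at 30 d and at 40 d held about equal numbers of detected lncRNAs per library. The mean was 8799 ± 287 (SD, n = 6 libraries) at 30 d and 8800 ± 85.0 (SD, n = 6) at 40 d, a difference of -1.5 lncRNAs (two-sided exact permutation test, p = 1, where the smallest possible p is 0.00216). Within MT72 the libraries at 30 d listed more lncRNAs on average than those at 40 d, a difference of 64 (two-sided exact permutation test, p = 0.3). Within JN18 the difference was -67 (two-sided exact permutation test, p = 1). With 3 libraries against 3, p cannot fall below 0.1. Without library JN_9, the mean at 30 d was 8914 ± 64.6 (SD, n = 5), which was 113 above 40 d (two-sided exact permutation test, p = 0.0411).

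**Figure D1:**
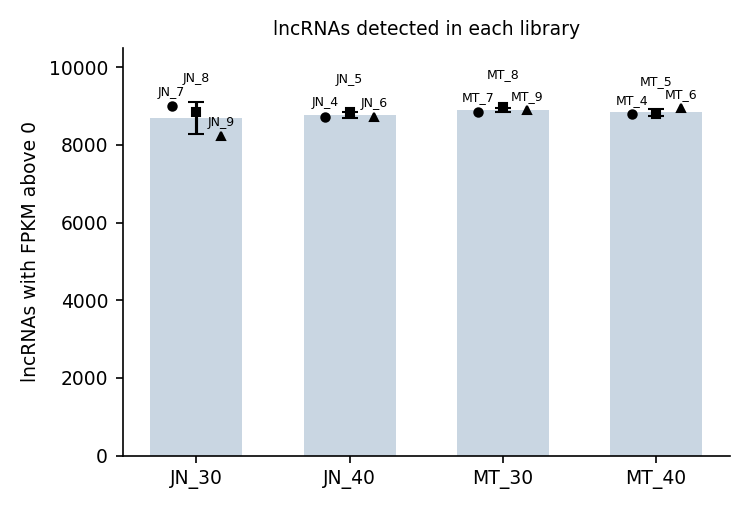
Number of lncRNAs with FPKM above 0 in each library (vertical axis) by group (horizontal axis). Bars are the mean of the 3 libraries, error bars the SD and points the libraries. Library JN_9 of JN_30, with 8225, is the lowest point.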

The number of lncRNAs found in the two varieties at 30 d was higher than that detected at 40 d. 

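Most detected lncRNAs occurred in both materials at both stages. Of 10580 detected transcripts, 8959 were above 0 FPKM in every group, and 5957 were above 0 in all 12 libraries. Few were found in a lone group: 178 in JN_30, 111 in MT_30, 80 in JN_40 and 68 in MT_40. The intergenic lncRNA MSTRG.19913.1 (chromosome 16, 32072730 to 32073592) had an FPKM of 1.36 ± 0.195 (SD, n = 3) in MT_30 and was listed at 0 in all libraries of the other groups. MSTRG.21850.1, an antisense transcript of HOP1 (chromosome 17, 11112875 to 11113292), had 0.769 ± 0.391 (SD, n = 3) in JN_40 and was listed at 0 elsewhere.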

There were 8,952 common lncRNAs in the four samples (Fig. 4a).

**Figure 4:**
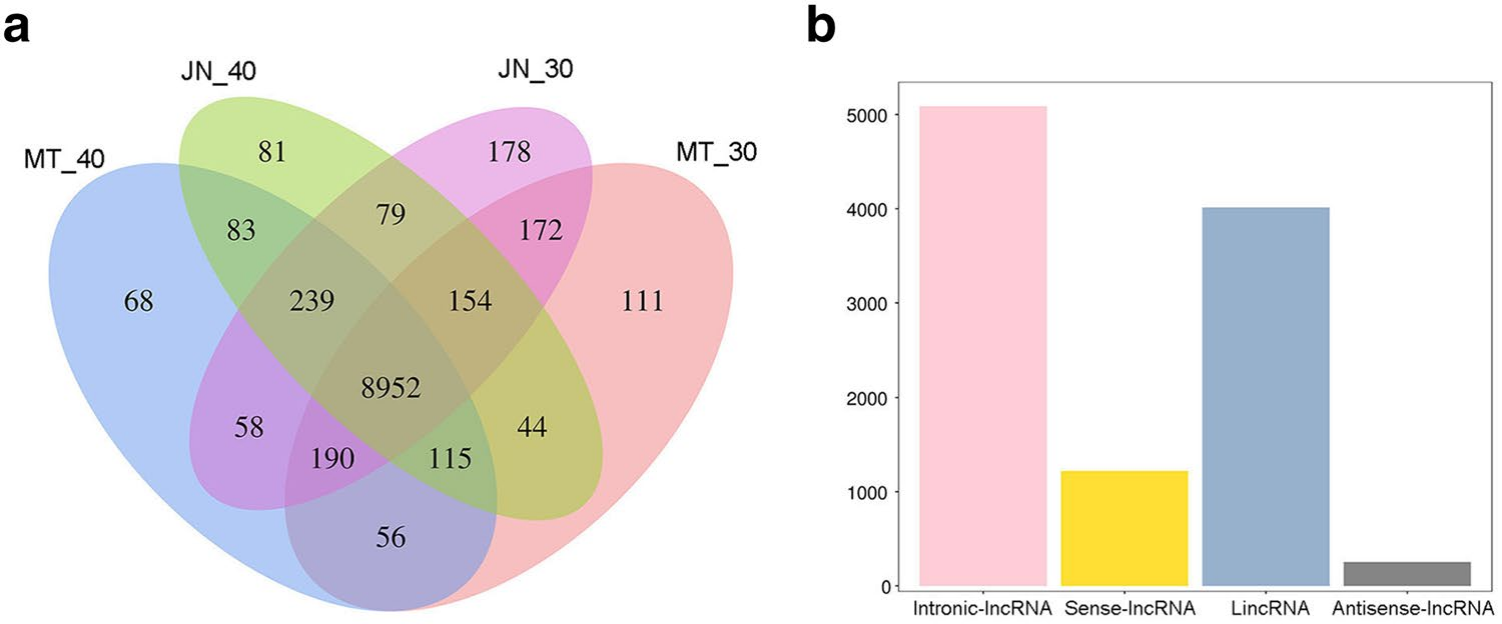
LncRNAs detected in MT72 and JN18 at 30 d and 40 d after soybean flowering. (**a**) Venn diagram of lncRNAs detected in each sample (MT_40, MT72 at 40 d after flowering, MT_30, MT72 at 30 d, JN_40, JN18 at 40 d, JN_30, JN18 at 30 d). (**b**) Chart showing the different types of lncRNAs.

The lncRNA transcripts and gene characteristics identified were analyzed and compared with mRNAs encoded by soybean proteins. First, lncRNAs were analyzed on the basis of the locations of corresponding protein-coding genes. Among them, 5,089 (13.0%) were intronic lncRNAs, 4,015 (10.2%) were long intervening/intergenic noncoding RNAs, 1,221 (3.1%) were sense-lncRNAs and 255 (0.6%) were antisense-lncRNAs (Fig. 4b). 

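Most lncRNAs in the pods lay inside introns of annotated genes or between genes. Of 11072 transcripts, 5154 (46.5%) were intronic (class code i) and 4381 (39.6%) were intergenic (class code u). Sense transcripts made up 1266 (11.4%), of which 1074 shared a splice junction with a gene (class code j) and 192 overlapped its exons (class code o). Antisense transcripts (class code x) numbered 271 (2.45%), of which 262 had more than 1 exon. The 7776 transcripts listed without a strand, all of 1 exon, could not be told apart as sense or antisense. Among the intronic lncRNAs was MSTRG.51202.1, inside DGAT, the gene of the enzyme that completes triacylglycerol. The antisense lncRNAs included MSTRG.44447.1, opposite the lipoxygenase gene VLXC.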

Most of the lncRNAs had fewer exons than the protein-coding mRNAs. For example, 937 (61.0%) lncRNAs contained two exons, accounting for the highest proportion. 

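The lncRNAs had few exons. Of 11072 transcripts, 8813 (79.6%) had 1 exon and 1504 (13.6%) had 2 exons. The numbers fell away above this, with 492 (4.44%) at 3 exons, 155 at 4 exons and 108 (0.975%) at 5 or more, up to 10 exons. Intronic transcripts had 1.01 exons on average and intergenic transcripts 1.20. Antisense transcripts had 2.13, overlapping sense transcripts 2.11 and junction-sharing sense transcripts 2.86. MSTRG.4796.5 of the last class has 3 exons, and MSTRG.29201.1, an overlapping sense transcript, has 2. The exon numbers of mRNAs were not analysed here.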

The number of lncRNAs containing more than two exons decreased gradually. The protein-coding genes contained a median of eight exons (Fig. 5a). Additionally, the average length of the lncRNAs was shorter than that of the protein-coding mRNAs (Fig. 5b). 

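Most lncRNAs were short, with a median length of 338 bases, a mean of 559 and quartiles of 248 and 597. Intronic and intergenic transcripts had medians of 317.5 and 319 bases, and antisense transcripts 328. Sense transcripts were longer, with medians of 665.5 bases where they shared a splice junction and 418.5 where they overlapped exons. Transcripts with 1 exon had a mean of 487 bases and those with 2 or more exons 839. The lengths ran from 201 to 9645 bases. The lengths of mRNAs were not used here.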

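Of the lncRNA transcripts, 9778 (88.3%) were shorter than 1 kb, 1268 (11.5%) were from 1 to 5 kb and 26 (0.235%) were longer. MSTRG.40968.1, MSTRG.48618.1 and MSTRG.29201.1 were among those from 1 to 5 kb, with 3283, 3504 and 4863 bases. MSTRG.43234.1, with 211 bases, was among the short ones.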

In transcripts less than 1 kb, the proportion of lncRNAs was significantly higher than that of mRNAs, while between 1 and 5 kb, the proportion of lncRNAs was lower than that of mRNAs. 

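LncRNAs lay on every chromosome of the soybean genome. The 20 chromosomes held 10949 of the 11072 transcripts (98.9%), from 405 on chromosome 11 to 702 on chromosome 13, with a median of 556. The mitochondrial chromosome held 3, among them MSTRG.53309.1, a sense transcript at atp1-3 with a mean FPKM of 361 over the 12 libraries. The remaining 120 lay on 60 unplaced scaffolds.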

All the lncRNAs were located on the 20 chromosomes of the soybean genome (Fig. 5c). Different types of lncRNAs were also found in separate chromosomal regions (Fig. 5d). Furthermore, the expression level of each transcript was assessed using the segments per million mapping read segments per kilobase segment model, which indicated that the total expression levels and numbers of lncRNAs were lower than those of mRNAs (Fig. 5e,f).

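Intronic lncRNAs made up between 38.2% of the transcripts on chromosome 3 and 51.9% on chromosome 4. Some positions held transcripts of different classes side by side. The sense transcript MSTRG.46261.1 (chromosome 7, 36182734 to 36208657) covered the intergenic transcript MSTRG.46262.1 on the opposite strand (36182789 to 36183008). A strand was given for 1037 of the transcripts with 1 exon, and 7776 transcripts had none.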

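Most lncRNAs were expressed at a low level in the pods, and a few were very abundant. The median FPKM of the lncRNAs detected in a library was 0.421 to 0.501. Averaged over the 12 libraries, 1944 transcripts (17.6%) were above 1 FPKM and 115 (1.04%) above 10. In medians of these averages, antisense and overlapping sense transcripts were highest, at 0.674 and 0.566. Intronic transcripts followed at 0.463, junction-sharing sense transcripts at 0.396 and intergenic transcripts at 0.257. This order did not hold in every library. Medians within single libraries ran from 0.346 to 0.502 for intronic, 0.216 to 0.505 for antisense and 0.195 to 0.463 for overlapping sense transcripts. The most abundant was MSTRG.41534.2, antisense to LOC100789918 on chromosome 6, with a mean of 4589 FPKM. The intergenic MSTRG.17790.1 on chromosome 15 followed with 3588 FPKM. The 10 most abundant transcripts took 59.2% of the summed FPKM of all lncRNAs.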

**Figure 5:**
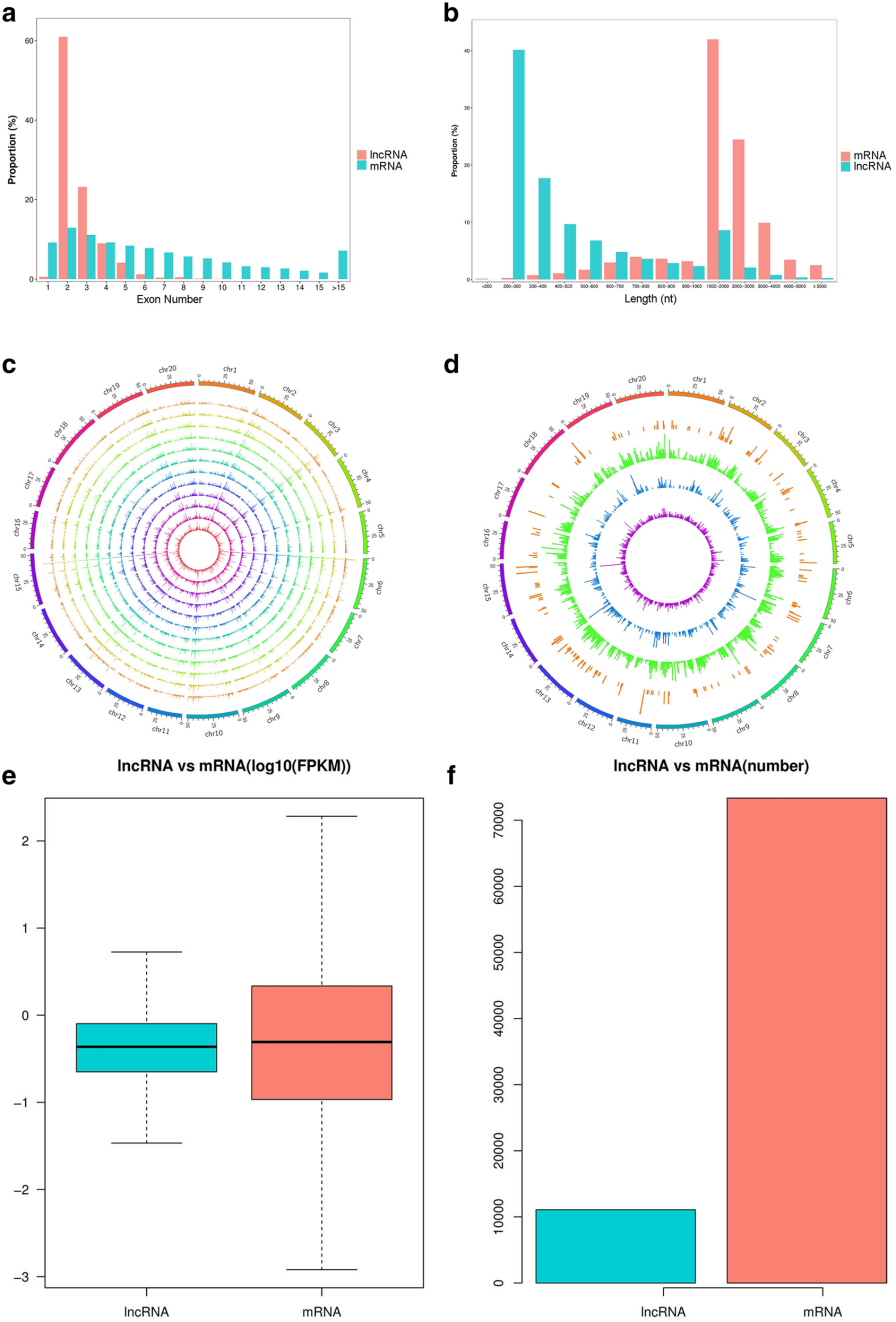
Comparisons of lncRNAs and protein-coding mRNAs in soybean. (**a**) Numbers of exons in lncRNAs and protein-coding mRNAs. (**b**) Comparison of the lengths between lncRNAs and protein-coding mRNAs. (**c**) The expression levels of lncRNAs along the 20 soybean chromosomes. The outermost layer represents all the soybean chromosomes (Chr0120). The inner layer of the figure represents data from three samples per group, which are JN_40, JN_30, MT_40 and MT_30 from the outside to the inside. d. Distribution of different types of lncRNAs. The circles are Antisense, Intronic, Sense and lincRNA from outside to inside. The (**c**) and (**d**) in Fig. 4 are made from the open software circos (v0.63, http://circos.ca/). Expression levels of lncRNAs and mRNAs in samples; (**f**). Numbers of lncRNAs and mRNAs in the samples.

### Analysis of differentially expressed lncRNAs in soybean

To analyze the expression patterns of lncRNAs from two different soybean materials at 30 and 40 d, the differential expressions of MT_40, MT_30, JN_40 and JN_30 were compared. The criteria log2 (fold change) > 1 or log2 (fold change) < 1 and a statistically significant p value ≤ 0.05 were used for identifying differentially expressed lncRNAs. In total, 561 differentially expressed lncRNAs were identified from four different comparison groups. Among them, 66, 124, 75 and 296 differentially expressed lncRNAs were identified in JN_40 versus JN_30, MT_30 versus JN_30, MT_40 versus JN_40 and MT_40 versus MT_30, respectively (Fig. 6a, Supplementary Table 4). 

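At an absolute log2 fold change above 1 and an unadjusted p of at most 0.05, 2709 distinct lncRNAs differed in at least 1 of the 4 comparisons, and the comparisons together gave 3899 calls. At an adjusted p of at most 0.05 from limma, 286 lncRNAs differed, with 342 calls. The adjusted calls took in every class of lncRNA in MT_40 versus MT_30, where 31 intronic lncRNAs rose and 27 fell among 4688 tested, and 7 overlapping sense lncRNAs rose and 3 fell among 149. In simulated libraries in which most lncRNAs did not differ, the first thresholds gave 351 to 397 false calls per comparison and the adjusted p gave 1 to 3. There the noise of each lncRNA was drawn independently, without noise shared by a whole library. In 50 sets of libraries simulated with no effect from the residuals of whole libraries, the first thresholds gave a median of 1554.5 calls over the 4 comparisons and 1306 distinct lncRNAs, and at most 3288 calls and 2418 distinct lncRNAs. Calls at the adjusted p were not counted in these 50 sets, so false calls at the adjusted p under shared noise are not known.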

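More lncRNAs were called between the stages of MT72 than between those of JN18, and more between the materials at 30 d than at 40 d. Such numbers of calls do not test whether the effects themselves differ in size. In JN_40 versus JN_30, 972 lncRNAs passed the unadjusted thresholds and 18 were called at an adjusted p of at most 0.05 from limma. The numbers were 1095 and 81 in MT_30 versus JN_30, 535 and 14 in MT_40 versus JN_40, and 1297 and 229 in MT_40 versus MT_30. In JN18, the antisense lncRNA MSTRG.6672.4 of PRP3 (chromosome 11, 12644195 to 12644559) rose from 0.0227 ± 0.0356 FPKM (SD, n = 3) at 30 d to 3.30 ± 1.34 (SD, n = 3) at 40 d. This was a log2 fold change of 4.75 (standard error 0.65, adjusted p = 0.0162). The intergenic lncRNA MSTRG.25385.1 (chromosome 18, 53577308 to 53577809) fell by 3.19 on the log2 scale (standard error 0.41, adjusted p = 0.0162), to 0.0216 ± 0.00143 FPKM (SD, n = 3). Between the materials at 40 d, the intronic lncRNA MSTRG.14432.1 of LOC100806012 was at 17.0 ± 3.29 FPKM (SD, n = 3) in MT_40 and 0.495 ± 0.407 (SD, n = 3) in JN_40, a log2 fold change of 5.25 (standard error 0.64, adjusted p = 0.00506). MSTRG.39554.1, an intergenic lncRNA on chromosome 5, rose by 4.10 (standard error 0.44, adjusted p = 0.00177). The antisense MSTRG.608.1 of LOC106794557 rose by 3.75 (standard error 0.50, adjusted p = 0.00706). The number of adjusted calls in JN18 moved with the libraries left out, with 102 without JN_8, 5 without JN_6 and 4 without JN_4. Without JN_7 limma called 0 lncRNAs (985 at the unadjusted thresholds) and both examples had an adjusted p of 0.0505. The call of MSTRG.6672.4 was kept in 13 of 20 alternatives and lost without JN_4 (0.0639) and in other settings, with an adjusted p of up to 0.201 (pseudocount of 1). That of MSTRG.25385.1 was kept in 16 of 19 and reached 0.456 with the libraries of JN18 alone in the fit. Of the 18 calls in JN18, 0 were kept in either of these settings. Over the alternatives the log2 fold change ran from 2.02 to 7.15 for MSTRG.6672.4, from -5.01 to -0.99 for MSTRG.25385.1, from 3.61 to 5.92 for MSTRG.14432.1, from 1.61 to 6.48 for MSTRG.39554.1 and from 1.24 to 6.66 for MSTRG.608.1. Without library JN_9 the adjusted calls were 39, 67, 28 and 471 in the same order. With the libraries of MT_40 and JN_40 alone in the fit, the adjusted p was 0.132 for MSTRG.14432.1 and 0.0829 for MSTRG.39554.1 and MSTRG.608.1.

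**Figure D2:**
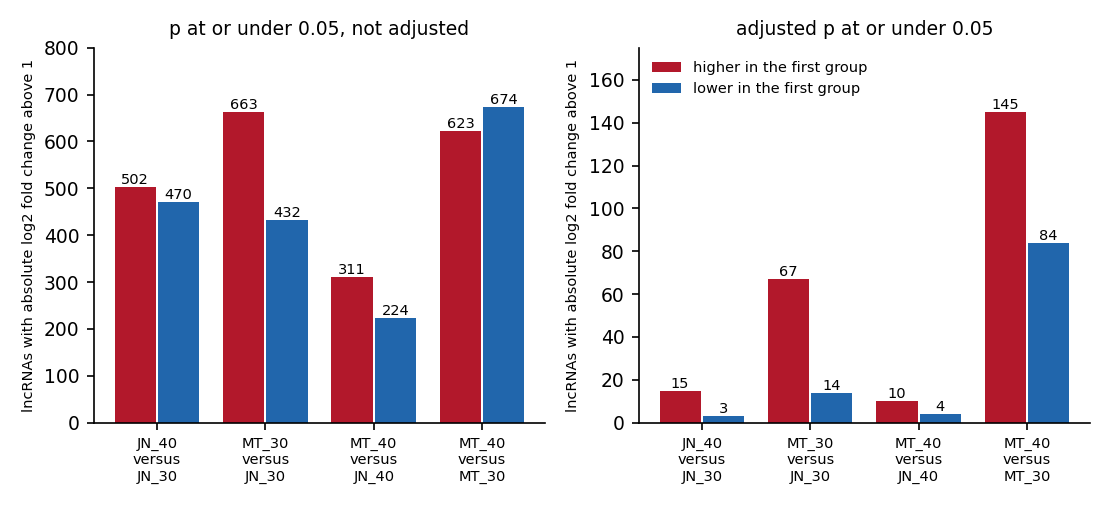
Number of lncRNAs higher or lower in the first group of each comparison (horizontal axis), at the unadjusted p on the left and at the adjusted p on the right. MT_40 versus MT_30 has the most calls in both panels, 1297 and 229.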

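The separation between stages was widest in MT72. Of 9142 lncRNAs tested, 28.6% had every library of MT_40 above or below every library of MT_30, against 13.1% for JN_40 and JN_30. Without ties, 10% is the average share over all splits of 6 libraries into 3 and 3, and a single split can differ from it. Library JN_9 of JN_30 stood apart from the others, and no share without it is given here. The share was 17.7% for MT_30 and JN_30 and 14.0% for MT_40 and JN_40. The stage effect itself was compared between MT72 and JN18 with limma, and it differed at an adjusted p of at most 0.05 for 7 lncRNAs, 2 with a higher and 5 with a lower log2 fold change in MT72. MSTRG.53475.1, an intergenic lncRNA on an unplaced scaffold, was at 9.14 ± 1.13 FPKM (SD, n = 3) in JN_30, 6.53 ± 1.403 (SD, n = 3) in JN_40, 1.37 ± 0.287 (SD, n = 3) in MT_30 and 9.05 ± 1.59 (SD, n = 3) in MT_40. The adjusted calls in MT_40 versus MT_30 numbered 75 to 104 when any library of MT72 was left out and 471 without JN_9. The number with a different stage effect was 0 to 10 when any library was left out.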

In the MT_40 versus MT30 group, the number of differentially expressed lncRNAs was significantly greater than in the other groups. There were two common differentially expressed lncRNAs in the four comparison groups. Additionally, among the 561 differentially expressed lncRNAs identified in the four groups, 345 were up-regulated and 216 were down-regulated (Fig. 6b). 

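Calls shared by comparisons were common in pairs and rare in all 4. At the unadjusted thresholds, 1632 lncRNAs were called in 1 comparison, 973 in 2, 95 in 3 and 9 in all 4. At an adjusted p of at most 0.05 from limma, 230 were called in 1 comparison, 56 in 2 and 0 in 3 or 4. The 9 were MSTRG.13139.1, MSTRG.26204.1, MSTRG.29201.1, MSTRG.43107.1, MSTRG.43300.1, MSTRG.45767.1, MSTRG.4796.5, MSTRG.4796.6 and MSTRG.6672.4, listed after their values were seen. MSTRG.6672.4 was higher at 40 d in both materials and higher in MT72 at both stages, while MSTRG.13139.1 and MSTRG.43300.1 were lower at 40 d in both and higher in MT72 at both stages. The other 6 had opposite directions in the stage comparisons of MT72 and JN18. Libraries simulated with no effect gave a median of 7 lncRNAs in all 4 comparisons and at most 24. In 2 comparisons they gave a median of 282.5 lncRNAs and at most 759. Each group enters 2 comparisons, so 1 group that stands apart can by itself give calls in pairs.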

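Of the intronic, intergenic and antisense classes, which were tested as sets, the antisense class passed the test toward higher levels at 40 d at a preset correlation between transcripts. In JN18 their median log2 fold change was 0.18 (camera set test over 209 transcripts, adjusted p = 0.00625), and in MT72 it was 0.31 (adjusted p = 0.00468). With an estimated correlation between transcripts the adjusted p was 0.0644 in each. At an adjusted p of at most 0.05 from limma, 2 antisense lncRNAs rose and 0 fell in JN18, and 11 rose and 4 fell in MT72. Intronic lncRNAs had median log2 fold changes of -0.11 in JN18 (camera, adjusted p = 0.191) and -0.15 in MT72 (camera, adjusted p = 0.152). Intergenic lncRNAs had medians of -0.05 and -0.06, with a camera test in the opposite direction and adjusted p of 0.492 and 0.545. Without library JN_7, the adjusted p of the antisense class in JN18 was 0.0814.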

In the MT_30 versus JN_30 comparison group, the numbers of up-regulated and down-regulated lncRNAs were both 62. 

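At 30 d, more lncRNAs were higher in MT72 than were lower. At the unadjusted thresholds 663 were higher and 432 lower, and at an adjusted p of at most 0.05 from limma 67 rose and 14 fell. Intergenic lncRNAs accounted for 48 of the 67 and 7 of the 14. MSTRG.16468.1, an intergenic lncRNA on chromosome 15 (6430810 to 6431325), was at 53.8 ± 21.6 FPKM (SD, n = 3) in MT_30 and 0.147 ± 0.111 (SD, n = 3) in JN_30, a log2 fold change of 7.76 (standard error 0.53, adjusted p = 1.34e-05). MSTRG.46261.1, a sense transcript at LOC100803874, rose by 6.45 (standard error 0.61, adjusted p = 2.603e-04). MSTRG.46262.1, which lies within its span on the opposite strand, rose by 5.58 (adjusted p = 2.603e-04). As their positions overlap, they may not be independent results. MSTRG.33279.1 on chromosome 20 had 14.0 ± 4.19 FPKM (SD, n = 3) in MT_30 and was listed at 0 in all libraries of JN_30 (adjusted p = 0.00123). Among the lncRNAs that fell, MSTRG.42751.1, antisense to LOC100170707 on chromosome 6, was listed at 0 in all 6 libraries of MT72 and had 1.248 ± 0.415 FPKM (SD, n = 3) in JN_30 (adjusted p = 0.00238). The share of valid reads in the paper's Table S1 was 90.79% to 93.12% in the libraries of MT72 other than MT_7, 96.5% in MT_7 and 96.73% to 97.19% in JN18. The adjusted calls numbered 189 without library JN_7 (1674 at the unadjusted thresholds), 51 without MT_7, 33 without MT_8 and 32 without MT_9. Without JN_9, 471 were higher and 439 lower at the unadjusted thresholds, and 48 rose and 19 fell at the adjusted p. With the libraries of MT_30 and JN_30 alone in the fit, the adjusted p of MSTRG.42751.1 was 0.0650. Over the alternatives the log2 fold change ran from 5.49 to 8.57 for MSTRG.16468.1, from 4.56 to 7.23 for MSTRG.46261.1 and from 3.25 to 7.05 for MSTRG.46262.1.

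**Figure D3:**
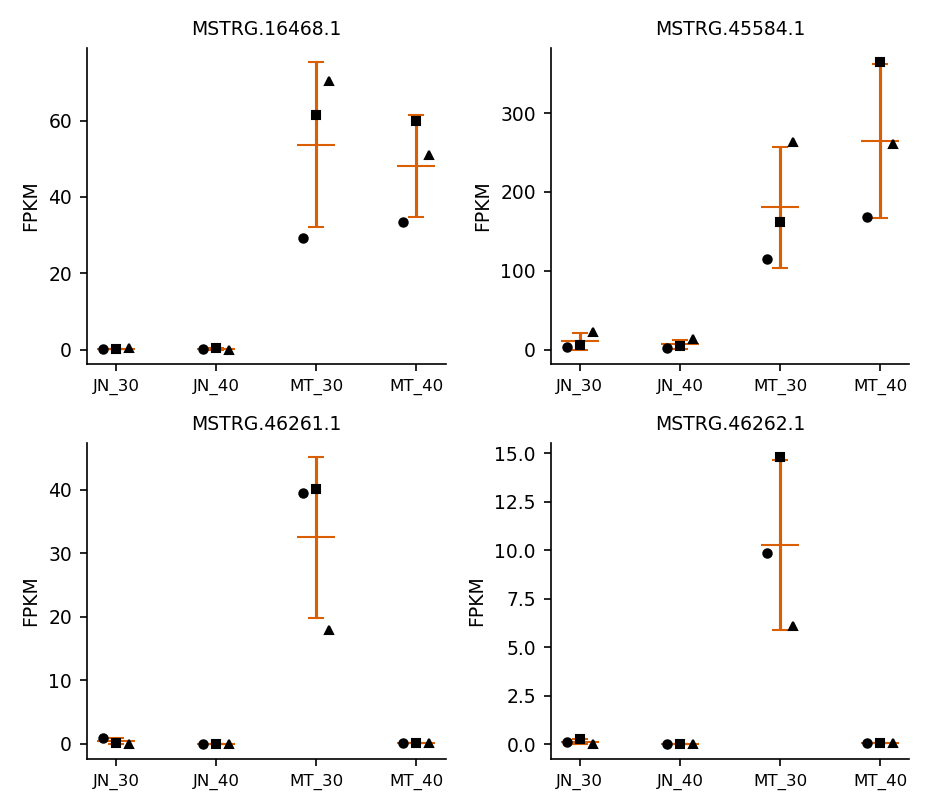
FPKM of MSTRG.16468.1, MSTRG.45584.1, MSTRG.46261.1 and MSTRG.46262.1 (vertical axes) in the 4 groups (horizontal axes). Circles, squares and triangles are the 3 libraries of a group in order of number, and dashes with bars the mean and SD (n = 3). MSTRG.46261.1 and MSTRG.46262.1 are high in MT_30 alone of the 4 groups, with means of 32.5 and 10.3.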

In MT_40 versus MT30, the number of up-regulated and down-regulated lncRNAs were 183 and 113, respectively.

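As the pods of MT72 went from 30 to 40 d, intergenic lncRNAs were the most numerous class among those that rose and among those that fell at the adjusted p. At the unadjusted thresholds 623 lncRNAs were higher and 674 lower at 40 d, and at an adjusted p of at most 0.05 from limma 145 rose and 84 fell. The balance at the unadjusted thresholds turned without MT_4 (563 higher, 511 lower) or MT_8 (530, 463), with a pseudocount of 0.01 (651, 566) or 1 (162, 128), at a mean of at least 0.5 FPKM (352, 281) and with rescaled FPKM (659, 616). At the adjusted p, 82 of the 145 and 42 of the 84 were intergenic. MSTRG.35266.1, an intergenic lncRNA on chromosome 3 (37059578 to 37060531), rose from 0.0556 ± 0.0638 FPKM (SD, n = 3) to 14.8 ± 1.26 (SD, n = 3), a log2 fold change of 6.66 (standard error 1.18, adjusted p = 0.0105). MSTRG.32858.1 on chromosome 20 (38409339 to 38410316) rose from 0.153 to 11.4 ± 0.623 FPKM (SD, n = 3; adjusted p = 0.0104). MSTRG.46145.1 on chromosome 7 (34958175 to 34959096) fell by 5.87 on the log2 scale (standard error 0.71, adjusted p = 0.00143), from 11.9 ± 4.42 FPKM (SD, n = 3). MSTRG.12657.1 on chromosome 13 fell by 4.41 (standard error 0.70, adjusted p = 0.00654), from 2.46 ± 0.292 FPKM (SD, n = 3). Without library MT_8, the adjusted p was 0.0556 for MSTRG.35266.1 and 0.0550 for MSTRG.32858.1. For MSTRG.32858.1 it was also 0.0707 with a pseudocount of 0.01 and 0.0667 with voom on estimated reads. Over the alternatives the log2 fold change ran from 3.90 to 8.49 for MSTRG.35266.1, from 3.43 to 6.27 for MSTRG.32858.1, from -6.81 to -3.49 for MSTRG.46145.1 and from -6.94 to -1.75 for MSTRG.12657.1.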

**Figure 6:**
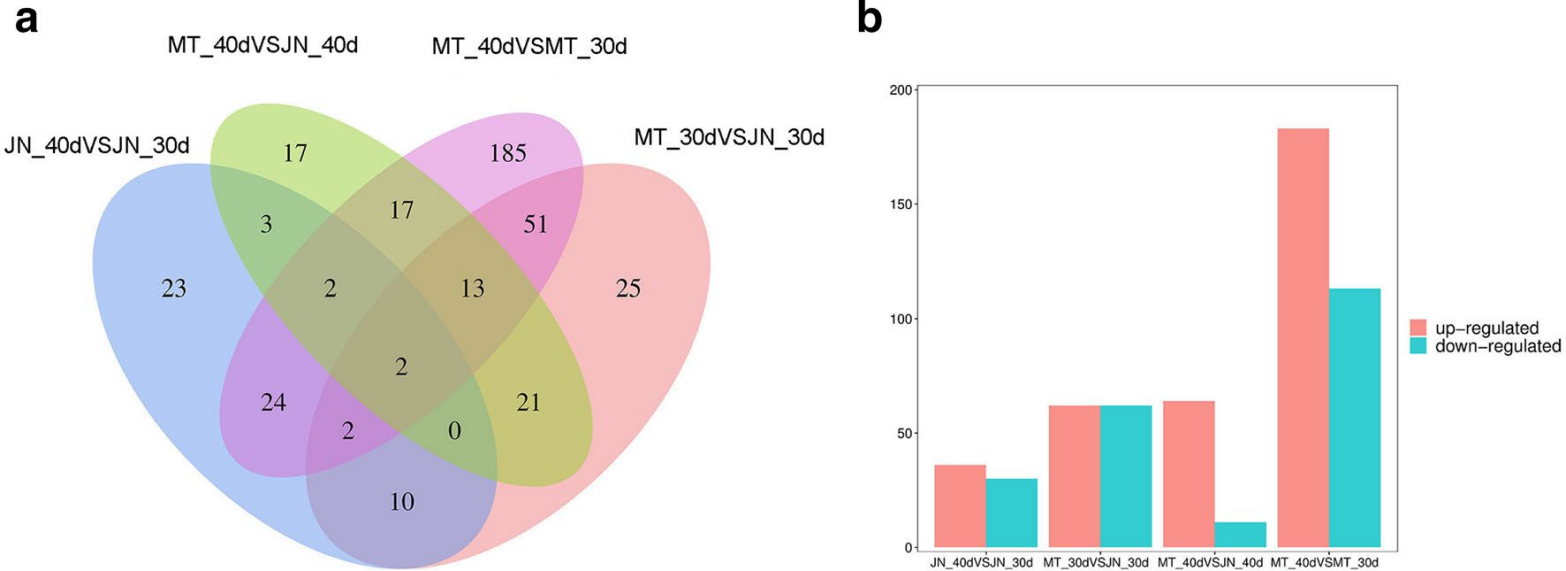
Differentially expressed lncRNAs in soybean. Venn diagrams showing the number of common and specific lncRNAs in comparisons among the four libraries. (**a**) Venn diagram of differentially expressed lncRNAs. (**b**) Regulation of differentially expressed lncRNAs in four different comparisons.

To further study the expression patterns of lncRNAs in soybean, a systematic cluster analysis was performed for all 561 differentially expressed lncRNAs (Fig. 7a, b). Most lncRNAs had specific expression patterns in different materials at different stages. 

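Among lncRNAs called in both stage comparisons most had the same direction in MT72 and JN18, and among those called in both comparisons of the materials most had the same direction at 30 and 40 d. At the unadjusted thresholds, 195 lncRNAs were higher at 40 d in both materials, where 34.2 would be shared if the calls were independent, and 95 were lower in both, against 34.7. The opposite direction was found for 7 and 8 lncRNAs. Between the materials, 92 lncRNAs were higher in MT72 at both stages (22.6 if independent) and 27 were lower (10.6 if independent), while 9 and 6 had opposite directions. MSTRG.45584.1, an intergenic lncRNA on chromosome 7 (14342193 to 14342850), was among those higher in MT72 at both stages, with 265 ± 98.1 FPKM (SD, n = 3) in MT_40 and 6.68 ± 6.02 (SD, n = 3) in JN_40 (log2 fold change 5.59, standard error 0.71, adjusted p = 0.00559 from limma). Its log2 fold change at 30 d was 4.49 (adjusted p = 0.00792). With the libraries of MT_40 and JN_40 alone in the fit, the adjusted p at 40 d was 0.0829. Other lncRNAs were high in a lone group: MSTRG.51380.1 on chromosome 9 had 2.53 ± 1.48 FPKM (SD, n = 3) in MT_30 and was listed at 0 in the other 3 groups.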

Some lncRNAs were differentially expressed in different materials at the same time. For example. 

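MSTRG.29201.1 and MSTRG.4796.5 had their higher values in MT_30 and in JN_40. MSTRG.29201.1 is a sense transcript of 4863 bases at LOC100798984 on chromosome 2 (7013199 to 7059037, minus strand). It was listed at 0 in all libraries of JN_30 and MT_40. Its FPKM was 6.06, 27.4 and 0 in the libraries of JN_40 and 7.72, 24.6 and 0 in those of MT_30. MSTRG.4796.5 is a sense transcript at LOC100801836 on chromosome 10 (48325730 to 48329882, plus strand). Its FPKM in JN18 was 0.0233 ± 0.0404 (SD, n = 3) at 30 d and 0.653 ± 0.586 (SD, n = 3) at 40 d, a log2 fold change of 2.13 (standard error 0.89, adjusted p = 0.367 from limma). In MT72 it was 0.716 ± 0.707 (SD, n = 3) at 30 d and 0.0492 ± 0.0852 (SD, n = 3) at 40 d, a log2 fold change of -2.11 (standard error 0.89, adjusted p = 0.266). For MSTRG.29201.1 the adjusted p was 0.359 in JN18 and 0.245 in MT72. The difference in stage effect between the materials had an adjusted p of 0.569 for each of the lncRNAs. MSTRG.4796.6, another sense transcript at LOC100801836, ran the opposite way to MSTRG.4796.5. Its mean FPKM was 10.2 in JN_30, 3.29 in JN_40, 1.87 in MT_30 and 7.21 in MT_40. The log2 fold change at 40 d over 30 d was -2.39 in JN18 and 2.01 in MT72.

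**Figure D4:**
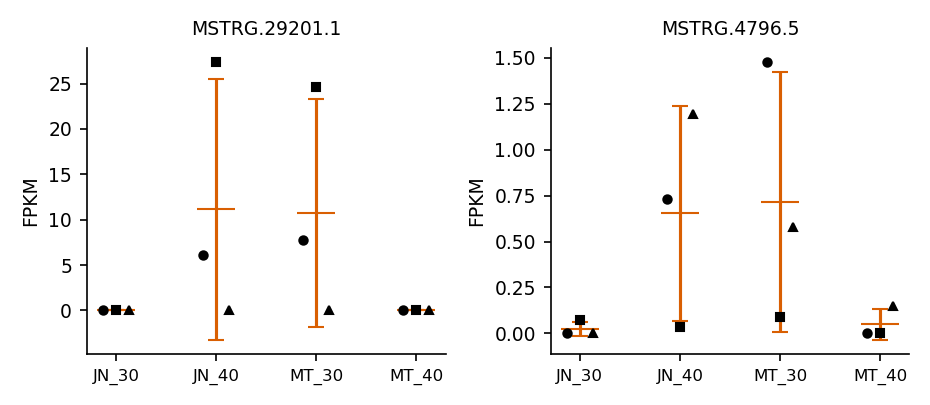
FPKM of MSTRG.29201.1 and MSTRG.4796.5 (vertical axes) in the 4 groups (horizontal axes). Circles, squares and triangles are the 3 libraries of a group in order of number, and dashes with bars the mean and SD (n = 3). In each panel the high libraries are in JN_40 and MT_30.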

MSTRG.29201.1 and MSTRG.4796.5 were up-regulated in MT_40 versus MT_30 but down-regulated in JN_40 versus JN_30. These differentially expressed lncRNAs may have special biological functions in soybean and play important regulatory roles.

**Figure 7:**
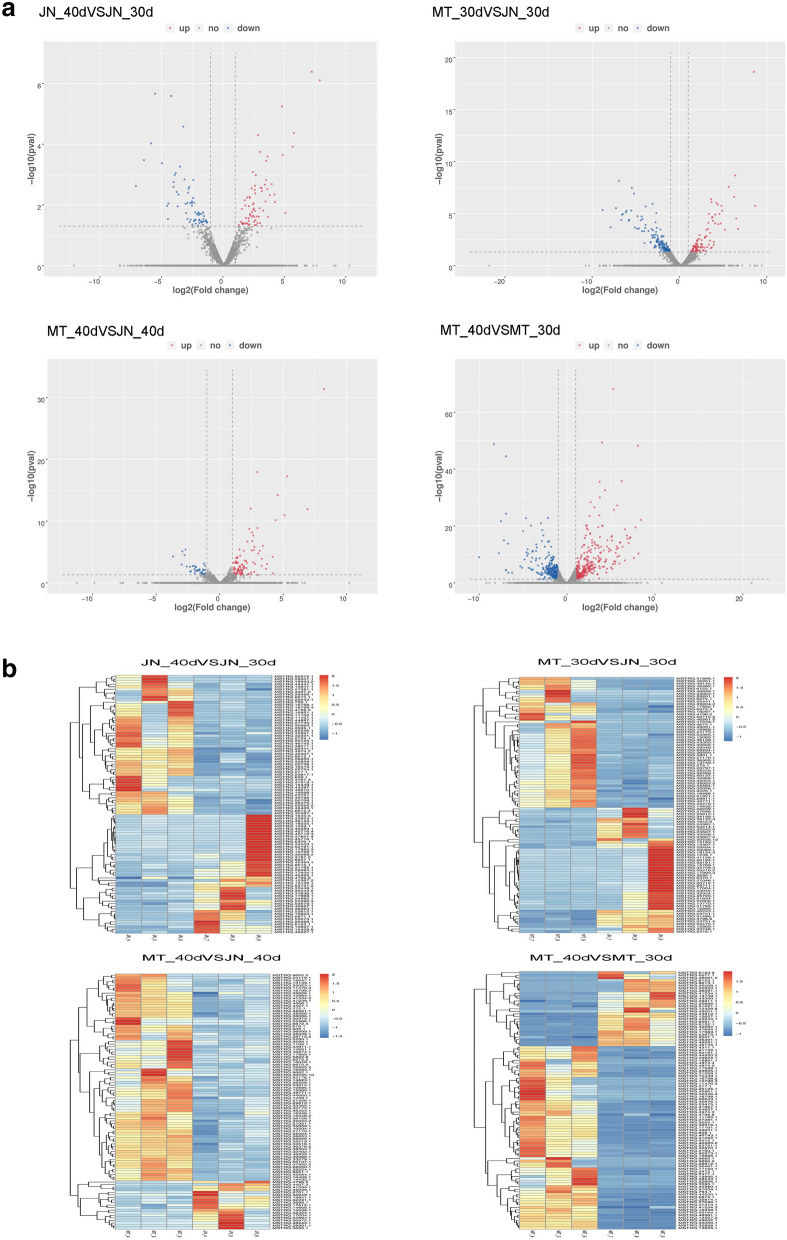
Differentially expressed lncRNAs in soybean. (**a**) Significantly up-regulated (red dots) and down-regulated (blue dots) lncRNAs. (**b**) Clustering of 561 differentially expressed lncRNAs in soybean. The (**b**) in Fig. 6 is made from the open software pheatmap (v1.0.12, https://cran.r-project.org/web/packages/pheatmap/).

### Functional analysis of differentially expressed lncRNAs

To further explore the potential functions of lncRNAs, possible targets of differentially expressed lncRNAs were subjected to a GO analysis. The results showed that some lncRNAs may have fatty acid transport (GO:0,015,908), lipid metabolic process (GO:0,006,629) and other functions related to oil synthesis. Some lncRNAs may also be related to plant-stress responses (GO:0,006,950) and oxidation–reduction processes (GO:0,055,114). Furthermore, several other important biological processes were enriched, such as signal transduction (GO:0,007,165), integral component of membrane (GO:0,016,021) and protein phosphorylation (GO:0,006,468) (Fig. 8a-d). Some genes related to lipid synthesis have been identified as targets of lncRNAs. This suggests that some differentially expressed lncRNAs affect the soybean oil anabolic pathway by regulating the expression of related protein-coding genes. Additionally, the KEGG pathway analysis revealed that these protein-coding genes were significantly enriched in 30 metabolic pathways (Fig. 9a-d), such as fatty acid biosynthesis (KEGG:00,061), fatty acid degradation (KEGG:00,071), and alpha-linolenic acid metabolism (KEGG:00,592), as well as several common metabolic pathways, such as glycolysis/gluconeogenesis (KEGG:00010), pentose phosphate pathway (KEGG:00,030) and flavonoid biosynthesis (KEGG:00,941). Thus, some lncRNAs may have regulatory effects on soybean seed oil synthesis by influencing the fatty acid metabolic pathway.

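Some lncRNAs lie in or opposite genes of lipid metabolism and seed storage. From the host gene names, seen before any value was looked at, 21 such lncRNAs were listed, of which 10 were expressed enough to be tested. At an adjusted p of at most 0.05 from limma, 1 of the 10 fell from 30 to 40 d in MT72, and 0 differed in the other comparisons (unadjusted p at or under 0.05 for 1 in JN_40 versus JN_30, 2 in MT_30 versus JN_30 and 0 in MT_40 versus JN_40). Adjusted over the list alone, 2 fell in MT72, 1 rose in JN18 and 1 was higher in MT_30 than in JN_30. The lncRNA that fell was MSTRG.44528.1, antisense to VSPA, a vegetative storage protein gene on chromosome 7, at 2.16 ± 1.83 FPKM (SD, n = 3) in MT_30 and 0.0450 ± 0.0768 (SD, n = 3) in MT_40 (log2 fold change -3.44, standard error 0.80, adjusted p = 0.0400). This call was kept in 6 of 20 alternatives and lost without MT_4, MT_5, MT_6, MT_7 or MT_8 (0.0661 to 0.174) and in other settings. MSTRG.44527.1, also antisense to VSPA, went the other way in MT_40 versus MT_30 (log2 fold change 1.10, adjusted p = 0.513). The other lncRNA that fell when adjusted over the list alone was MSTRG.44141.1, antisense to BMY1 (log2 fold change -1.59). The tested lncRNAs of the lipid genes FATB1B, PLDZ and DGAT were not called by either adjustment. MSTRG.44447.1, antisense to the lipoxygenase gene VLXC (chromosome 7, 503811 to 510983), was at 7.81 ± 4.30 FPKM (SD, n = 3) in JN_40 and 1.44 ± 1.64 (SD, n = 3) in JN_30 (log2 fold change 2.78, standard error 0.59, adjusted p = 0.0851). MSTRG.51202.1, inside DGAT, was at 1.32 ± 0.299 FPKM (SD, n = 3) in JN_30 and 0.692 ± 0.105 (SD, n = 3) in MT_30 (log2 fold change -0.84, adjusted p = 0.350). MSTRG.21677.1, inside FATB1B, the gene of an acyl carrier protein thioesterase, had mean FPKM values of 1.15 to 1.69 in the 4 groups.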

**Figure 8:**
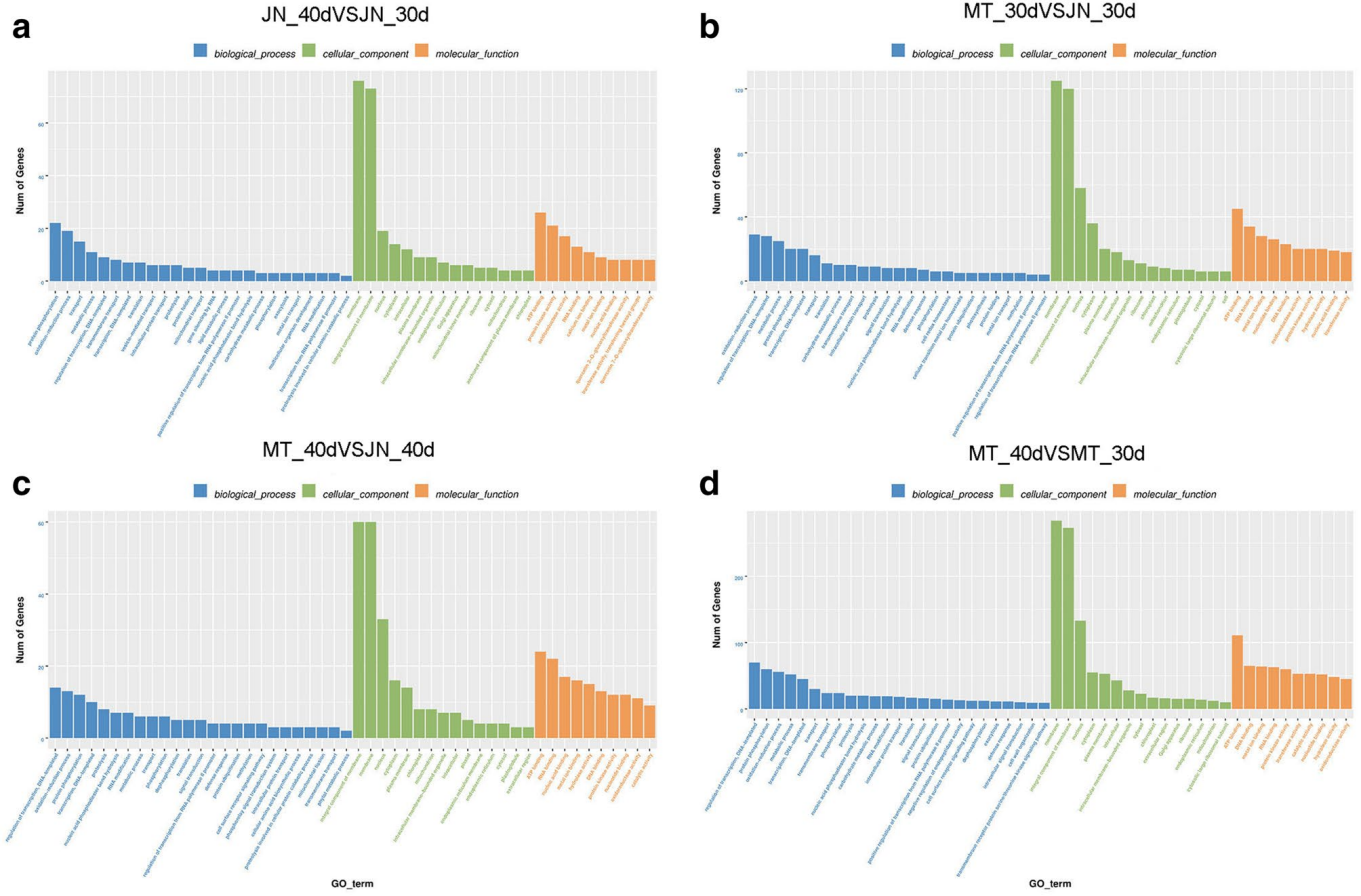
Gene ontology analysis of target protein-coding genes of differentially expressed lncRNAs in soybean. (**a**) JN_40 versus JN_30, (**b**) MT_30 versus JN_30, (**c**) MT_40 versus JN_40, (**b**). MT_40 versus MT_30. MT_40, MT72 at 40 d after flowering, MT_30, MT72 at 30 d, JN_40, JN18 at 40 d, JN_30, JN18 at 30 d.

**Figure 9:**
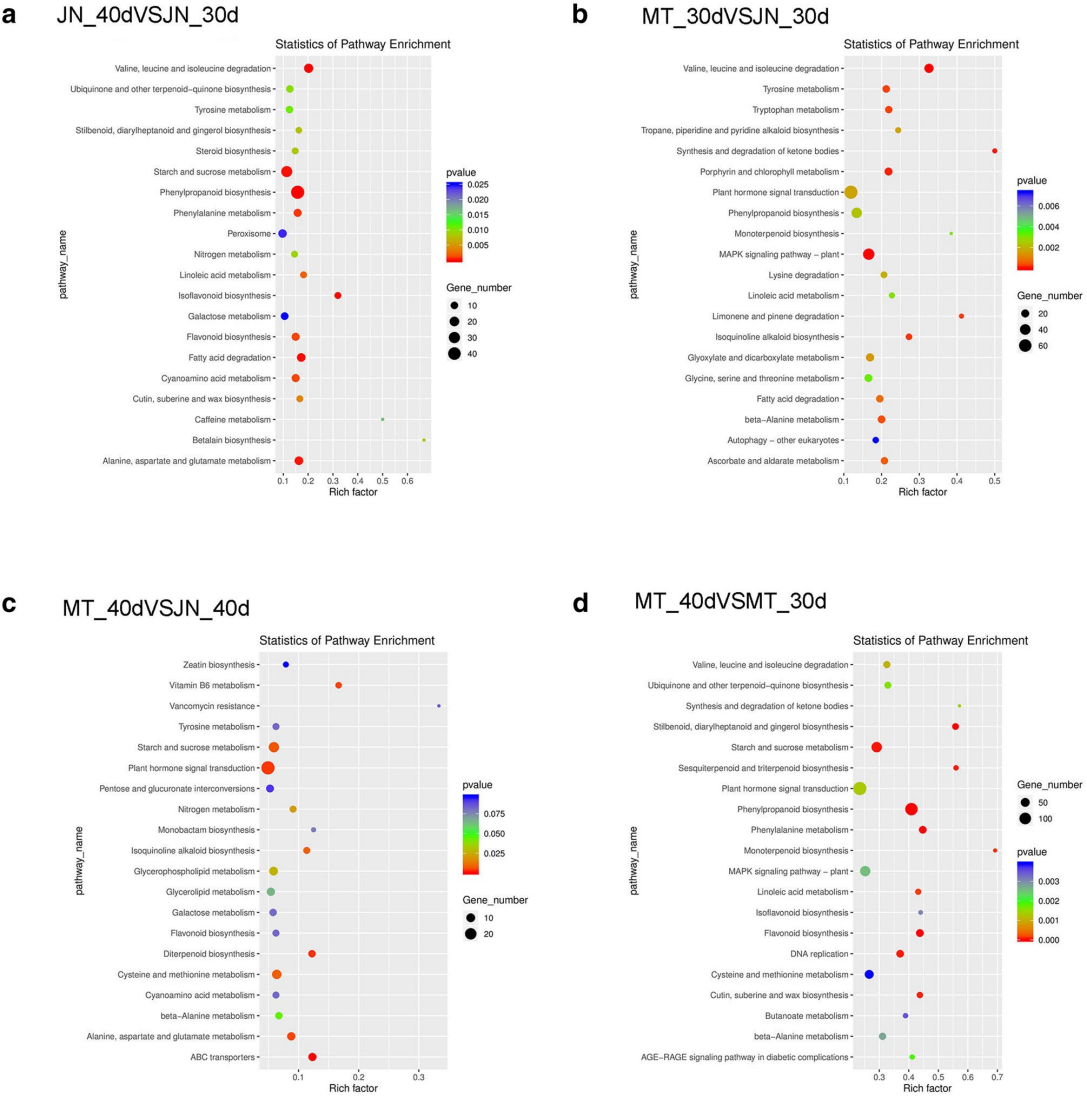
KEGG analysis of target protein-coding genes of differentially expressed lncRNAs in soybean. (**a**) JN_40 versus JN_30, (**b**) MT_30 versus JN_30, (**c**) MT_40 versus JN_40, (**d**) MT_40 versus MT_30. MT_40, MT72 at 40 d after flowering, MT_30, MT72 at 30 d, JN_40, JN18 at 40 d, JN_30, JN18 at 30 d.

### Analysis of ceRNAs network reveals the potential functions of lncRNAs in fatty acid synthesis

A total of 209 transcription factors, 65 genes and 10 metabolic pathways related to fatty acid synthesis were identified from transcriptome data. To identify potential lncRNAs related to lipid biosynthesis, we established the co-expression network of lncRNAs-miRNAs-mRNAs predicted to be related to fatty acid biosynthesis. To construct the lncRNAs-miRNAs-mRNAs network, the miRNA expression profiles of ‘MT72′ and ‘JN18′ in soybean at 30 and 40 d after flowering were analyzed. A total of 4,028 miRNAs were found, and 766 miRNAs were differentially expressed. The targets of the 766 differentially expressed miRNA transcripts and lncRNAs were predicted. A network was constructed for each comparison using the identified differentially expressed genes (DEGs). In total, 46 lncRNAs, 46 miRNAs and 137 mRNAs were found to be related (Fig. 10, Supplementary Table 5). GO and KEGG pathway analysis were performed for the target mRNAs of the lncRNAs. A total of 10 lncRNAs may regulate target genes through miRNAs to participate in fatty acid transport processes and regulate fatty acid transporter activities, and thus, they have the potential to influence oil synthesis. For example, the gene XM_003538388.3 has potential functions in lipid metabolic process (GO:0,006,629), including fatty acid synthesis pathways. The possible target genes of the three lncRNAs, MSTRG.35711.1, MSTRG.4672.1, and MSTRG.13820.1 will be all XM_00353838.3. 

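In MT72, MSTRG.13820.1 fell from 1.73 ± 0.741 FPKM (SD, n = 3) at 30 d to 0.148 ± 0.0601 (SD, n = 3) at 40 d. It is an intergenic lncRNA on chromosome 14 (2329020 to 2329993). The log2 fold change was -2.81 (standard error 0.66, adjusted p = 0.0402 from limma). MSTRG.35711.1, an intergenic lncRNA on chromosome 3 (41007682 to 41008990), was at 1.42 ± 0.299 FPKM (SD, n = 3) in MT_30 and 0.337 ± 0.158 (SD, n = 3) in MT_40, a log2 fold change of -1.85 (standard error 0.76, adjusted p = 0.255). MSTRG.4672.1 had 0.00751, 1.54 and 1.30 FPKM in the libraries of MT_30, was listed at 0 in JN_30 and was not among the lncRNAs tested, since 2 libraries and not 3 were above 0.1 FPKM. Without that filter its log2 fold change was 2.65 in MT_30 versus JN_30 (standard error 0.78, adjusted p = 0.182) and -2.55 in MT_40 versus MT_30 (adjusted p = 0.146). In JN18, MSTRG.13820.1 was at 1.05 ± 1.00 FPKM (SD, n = 3) at 30 d and 0.735 ± 0.431 (SD, n = 3) at 40 d. Its call in MT72 was lost when any library of MT72 was left out (adjusted p of 0.0651 without MT_7, 0.0909 without MT_5, 0.116 without MT_6, 0.146 without MT_4, 0.162 without MT_9 and 0.175 without MT_8), and without JN_4 (0.0557) or JN_5 (0.0504). Other settings also ended it, and over all of them the adjusted p ran from 0.00305 to 0.175.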

At the same time, these three lncRNAs and miRNAs pc-5p-38672_287 showed spongy mechanisms. Therefore, these three lncRNAs may have functions related to fatty acid synthesis. In addition, the gene XM_003548227.3 has potential functions related to fatty acid transport activity (GO:0,015,245) and fatty acid transport (GO:0,015,908). Because the target gene of lncRNA MSTRG.40968.1 and MSTRG.50137.1 is XM_00354827.3. They also interact with a miRNA BNa-MIR169C-p5_2ss12GC17TG. Therefore, we predict that these two lncRNAs MSTRG.40968.1 and MSTRG.50137.1 may have functions related to fatty acid synthesis. 

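Both lncRNAs were higher in MT72 than in JN18 at both stages. MSTRG.40968.1 is an intergenic lncRNA of 3283 bases on chromosome 5 (39714673 to 39717955, minus strand). Its FPKM at 30 d was 47.8 ± 24.9 (SD, n = 3) in MT72 and 8.31 ± 6.52 (SD, n = 3) in JN18, a log2 fold change of 2.63 (standard error 0.50, adjusted p = 0.0265 from limma). At 40 d it was 26.3 ± 0.712 (SD, n = 3) in MT72 and 3.34 ± 1.07 (SD, n = 3) in JN18, a log2 fold change of 2.99 (standard error 0.50, adjusted p = 0.0354). MSTRG.50137.1 is an intergenic lncRNA of 834 bases on chromosome 8 (43792773 to 43793606, minus strand). It was at 59.8 ± 33.1 FPKM (SD, n = 3) in MT_30 and 4.40 ± 3.83 (SD, n = 3) in JN_30, a log2 fold change of 3.95 (standard error 0.75, adjusted p = 0.0269). At 40 d it was at 81.1 ± 12.8 FPKM (SD, n = 3) in MT72 and 3.99 ± 4.22 (SD, n = 3) in JN18, a log2 fold change of 4.90 (standard error 0.75, adjusted p = 0.0198). The calls at 30 d were lost for both without MT_8 (adjusted p = 0.121 for each), MT_9 (0.128 and 0.132) or JN_8 (0.0682 and 0.0629), and for MSTRG.50137.1 without JN_7 (0.0514). At 40 d the call of MSTRG.50137.1 was lost without any library of MT_40 or without JN_4 or JN_5 (0.0779 to 0.105), and that of MSTRG.40968.1 without any library of MT_40 or JN_40, MT_8 or JN_7 (0.0505 to 0.179). Other settings ended these calls too, with an adjusted p of up to 0.267 for MSTRG.40968.1 and 0.570 for MSTRG.50137.1. From the shared target gene, listed as LOC100803731 in the reference, and the shared miRNA, the paper predicts that these lncRNAs may function in fatty acid synthesis.

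**Figure D5:**
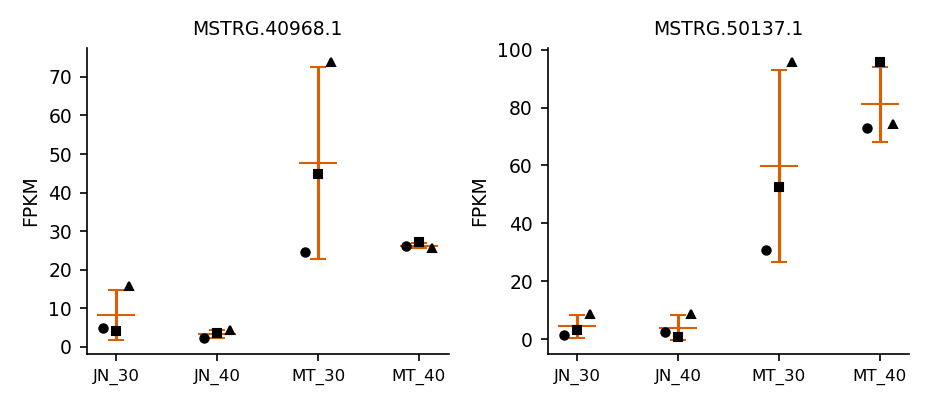
FPKM of MSTRG.40968.1 and MSTRG.50137.1 (vertical axes) in the 4 groups (horizontal axes). Circles, squares and triangles are the 3 libraries of a group in order of number, and dashes with bars the mean and SD (n = 3). The means of MT_30 and MT_40 lie above those of JN_30 and JN_40 in both panels.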

There is also a potential target gene of lncRNA MSTRG.45502.1 with potential functions such as lipid transport (GO:0,006,869), which can indirectly regulate fatty acid transport. 

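MSTRG.45502.1 had its highest level in MT72 at 30 d. It is an intergenic lncRNA on chromosome 7 (12476212 to 12476829, minus strand). Its FPKM was 5.01 ± 0.716 (SD, n = 3) in MT_30, 0.704 ± 0.440 (SD, n = 3) in MT_40, 1.405 ± 1.16 (SD, n = 3) in JN_30 and 0.653 ± 0.429 (SD, n = 3) in JN_40. In MT_40 versus MT_30 the log2 fold change was -2.79 (standard error 0.78, adjusted p = 0.0836 from limma). It was 0.00391 without library JN_9 and ran from 0.00274 to 0.252 over the alternatives.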

Through the analysis of KEGG metabolic pathway, there were 5 metabolic pathways related to fatty acid synthesis. For example, target gene XM_006588497.2 00,061 of lncRNAs MSTRG.40968.1 may be involved in fatty acid biosynthesis (KEGG:00,061) and fatty acid degradation (KEGG:00,071). This gene may be involved in the biosynthesis of long-chain acyl-coenzyme A (CoA) Synthetase (LACS). As an enzyme included in the ACS family, LACS can catalyze the synthesis of fatty acyl coenzyme A, which plays an important role in the anabolism and catabolism of fatty acids. Most importantly, multiple target genes of MSTRG.48618.1 lncRNA, such as NM_001289366.6, may be involved in the pathway alpha-Linolenic acid metabolism (KEGG:00,592). This gene will directly regulate the metabolism of unsaturated fatty acids and is an important gene in subsequent studies. Moreover, the target genes XM_003532063.3 of MSTRG.13311.1, MSTRG.27064.1 and MSTRG.43234.1 may be related to flavonoid biosynthesis (KEGG:00,941). 

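MSTRG.48618.1, an intergenic lncRNA of 3504 bases on chromosome 8 (12965293 to 12968796), had its highest mean in MT_30. Its FPKM was 1.53 ± 0.217 (SD, n = 3) in MT_30, 0.491 ± 0.0721 (SD, n = 3) in MT_40 and 0.684 ± 0.762 (SD, n = 3) in JN_30. The log2 fold change in MT_40 versus MT_30 was -1.46 (standard error 0.66, adjusted p = 0.310 from limma), and in MT_30 versus JN_30 it was 1.504 (adjusted p = 0.344). With the libraries of MT72 alone in the fit, the adjusted p in MT_40 versus MT_30 was 0.0179, the lowest of the alternatives, which reached 0.569. The target gene named for it is CYP74A1 in the reference, an enzyme family that acts on hydroperoxides of linolenic acid.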

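These 3 intergenic lncRNAs had their highest mean FPKM in MT_30. MSTRG.43234.1 on chromosome 6 (17343173 to 17343383) was at 128 ± 39.1 FPKM (SD, n = 3) in MT_30, 58.5 ± 19.3 (SD, n = 3) in MT_40, 49.2 ± 41.8 (SD, n = 3) in JN_30 and 31.2 ± 12.6 (SD, n = 3) in JN_40. MSTRG.13311.1 on chromosome 13 (44214054 to 44215034) was at 2.86 ± 0.539 FPKM (SD, n = 3) in MT_30 and 0.662 ± 0.169 (SD, n = 3) in MT_40, a log2 fold change of -1.97 (standard error 0.70, adjusted p = 0.178 from limma). MSTRG.27064.1 on chromosome 19 (38049460 to 38051689) was at 1.68 ± 0.146 FPKM (SD, n = 3) in MT_30 and 0.487 ± 0.101 (SD, n = 3) in MT_40 (log2 fold change -1.61, adjusted p = 0.289). MSTRG.43234.1 had a log2 fold change of 1.74 in MT_30 versus JN_30 (adjusted p = 0.216). Without library JN_9, the adjusted p in MT_40 versus MT_30 was 0.0416 for MSTRG.13311.1 and 0.0272 for MSTRG.27064.1. Over the alternatives it ran from 0.00887 to 0.422 for the former and from 0.0129 to 0.532 for the latter. The reference lists the shared target gene as LOC100777680.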

Flavonoids have a certain effect on the accumulation of fatty acids in plants, which will indirectly affect the biosynthesis of unsaturated fatty acids. The results also showed that more than 10 transcription factors in soybean C3H family may regulate target genes and thus regulate fatty acid synthesis. These results will provide a lot of meaningful data for the subsequent studies on the synthesis of soybean fatty acids, especially unsaturated fatty acids (Supplementary Table 6).

**Figure 10:**
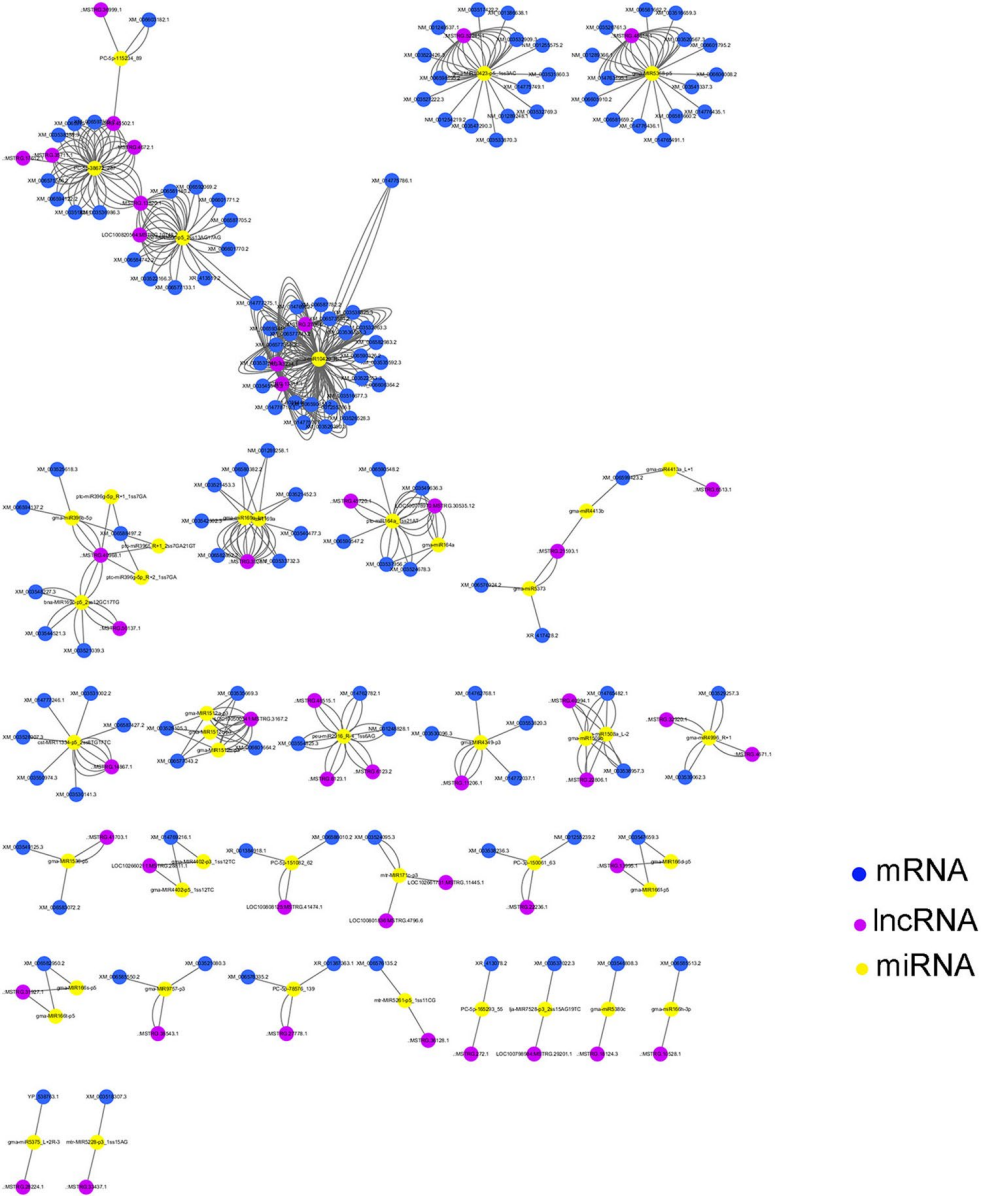
lncRNA-miRNA-mRNA network. The yellow, purple and blue represent miRNAs, lncRNAs and mRNA transcripts, respectively. The Fig. 9 is made from this open software Cytoscape (v3.7.0, http://www.cytoscape.org/).

### QPCR-based validation of differentially expressed lncRNAs and target genes

To verify RNA-seq data, six lncRNAs were randomly selected and their expression verified using qRT-PCR (Fig. 11a-c, Supplementary Table 7). The qRT-PCR results showed that the expression patterns of four lncRNAs were consistent with the high-throughput sequencing results. 

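In the sequencing data, MSTRG.25566.3 was low in JN18 at 40 d. This antisense transcript of LOC100779523 on chromosome 18 (55426001 to 55440189, minus strand) was at 7.07 ± 1.79 FPKM (SD, n = 3) in JN_30 and 0.0506 ± 0.0820 (SD, n = 3) in JN_40. The log2 fold change was -5.67 (standard error 1.66, adjusted p = 0.206 from limma). Its values in MT72 were split within groups, with 12.1, 11.9 and 0.0426 FPKM in MT_30 and 0.0749, 0.0932 and 11.6 in MT_40. With the libraries of JN18 alone in the fit, the adjusted p was 0.0419, the lowest of the alternatives, which reached 0.448. The paper's text gives no comparison for these lncRNAs, and the groups compared here are those of Fig. 11a. MSTRG.17612.1, an intergenic lncRNA on chromosome 15 (29949268 to 29950358, plus strand), was at 75.4 ± 30.9 FPKM (SD, n = 3) in MT_40 and 177 ± 52.6 (SD, n = 3) in JN_40, a log2 fold change of -1.27 (standard error 0.43, adjusted p = 0.580). It was at 80.2 ± 17.5 FPKM (SD, n = 3) in JN_30 and 64.9 ± 20.7 (SD, n = 3) in MT_30, so that the log2 fold change at 40 d over 30 d was 1.13 in JN18 (adjusted p = 0.309) and 0.18 in MT72 (adjusted p = 0.889). MSTRG.45502.1 was lower in every library of MT_40 than in every library of MT_30.

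**Figure D6:**
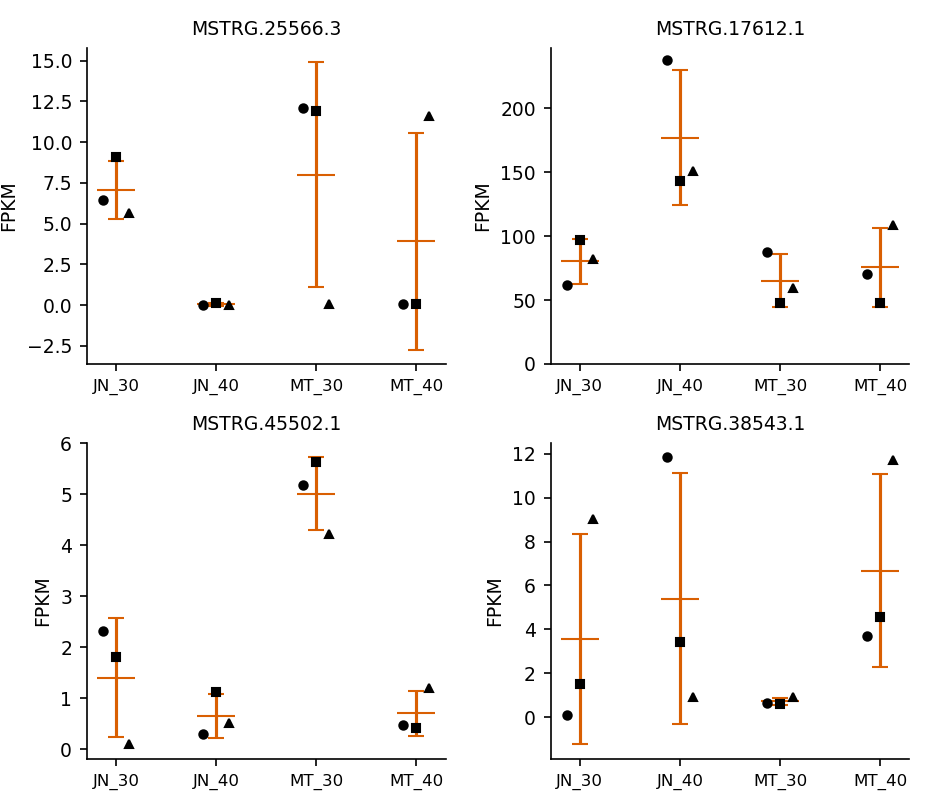
FPKM of MSTRG.25566.3, MSTRG.17612.1, MSTRG.45502.1 and MSTRG.38543.1 (vertical axes) in the 4 groups (horizontal axes). Circles, squares and triangles are the 3 libraries of a group in order of number, and dashes with bars the mean and SD (n = 3). MSTRG.25566.3 has libraries near 0 and near 12 in the same group of MT72.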

The lncRNAs MSTRG.25566.3, MSTRG.17612.1 and MSTRG.45502.1 showed down-regulated expression levels in the qRT-PCR results, confirming the RNA-seq results. Similarly, the lncRNA MSTRG.38543.1 was also confirmed to have an up-regulated expression level. These results indicate that the lncRNA expression levels predicted by RNA-seq are highly reliable. 

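In the sequencing data, MSTRG.38543.1, an intergenic lncRNA on chromosome 4 (49794936 to 49796633), was at 6.66 ± 4.40 FPKM (SD, n = 3) in MT_40 and 0.720 ± 0.170 (SD, n = 3) in MT_30. The log2 fold change was 2.88 (standard error 1.11, adjusted p = 0.219 from limma). With the libraries of MT72 alone in the fit, the adjusted p was 0.0114, with array weights it was 0.0282, and the highest of the alternatives was 0.456.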

To verify the relationships among lncRNAs, miRNAs and their targeted protein-coding genes, the expression levels of four miRNAs and five potential target genes of lncRNAs were verified using qRT-PCR. The expression levels of lncRNA MSTRG.45502.1 and the potential target XM_003538388.3 were down-regulated, while the expression level of the related miRNA PC-5P-38672_287 was up-regulated. This suggested that lncRNA MSTRG.45502.1 is related to the miRNA PC-5P-38672_287 through competitive binding of the target XM_003538388. Additionally, the target XM_003538388 is involved in the regulation of lipid metabolic processes. These findings indicated that some differentially expressed lncRNAs were found related to putative *cis*-acting target genes and predicted to be involved in biological processes related to soybean oil synthesis.

**Figure 11:**
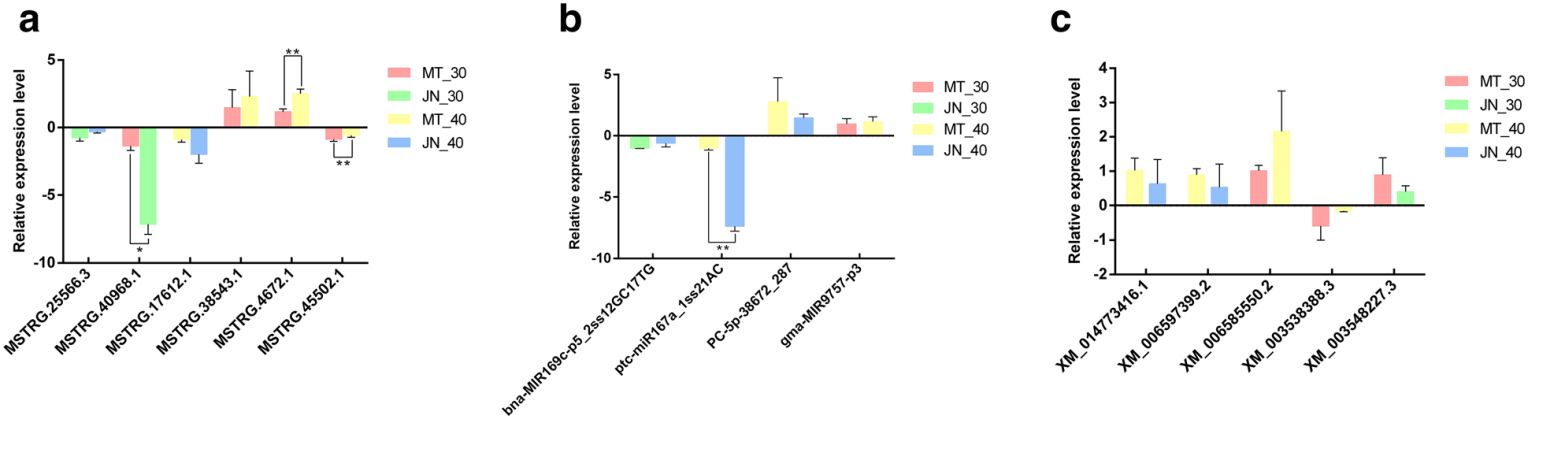
Validation of the expression pattern of four highly expressed lncRNAs by real-time PCR. *represents *p* < 0.05, there is statistical difference, **represents *p* < 0.01 with statistically significant difference.

## Discussion

In recent years, lncRNAs have attracted increasing attention in various fields, but research on plant lncRNAs is lagging behind that of animals. However, the regulatory roles of lncRNAs in plants cannot be ignored. At present, their roles have been studied in maize (*Z. mays* L.)^25^, rice (*O. sativa* L.)^26^, Arabidopsis (*A. thaliana* L.)^27^, peanut (*Arachis hypogaea* L.)^28,29^ and other plants ^30–33^. However, the roles of lncRNAs in soybean, especially those related to oil synthesis, have not been reported. Soybean oil synthesis is a complex biological process regulated by the coordinated expression of many key genes. Dynamic changes in the soybean fatty acid content occur during soybean development. Young pods of mutants ‘MT72′ and wild-type ‘JN18′ at 30 and 40 d after flowering were selected for genome-wide analysis of lncRNAs using high-throughput sequencing technology. We identified two common lncRNAs between ‘MT72′ and ‘JN18′ at the different developmental stages. Compared with mRNAs that encode proteins, lncRNAs had shorter sequence lengths, fewer exons and lower expression levels, which was consistent with the results of previous studies on other plants^28,34^. A total of 561 lncRNAs were differentially expressed as determined by analyzing the two materials at different development stages. However, the expression of most lncRNAs was specific to different materials at distinct stages, indicating that lncRNAs have high developmental specificity. It is important to identify and characterize the functions and regulatory mechanisms of these lncRNAs during plant development and stress responses.

The oil content of seed is the most important quality characteristic of soybean, and increasing the soybean oil content is the ultimate goal of most crop breeding programs. With an improved understanding of fatty acid synthesis, and metabolism pathways and key enzyme-encoding genes involved in plant seed oil production, genetic engineering methods may be adopted to regulate the fatty acid metabolic pathways in plant seeds, change the fatty acid composition and improve both the yield and quality of seed oils. In 2018, Yin analyzed the expression profiles of lncRNAs during the seed development of peony varieties with high and low alpha-linolenic acid contents^21^. In total, 2,785 differentially expressed lncRNAs were found. Because lncRNAs could be involved in regulating seed development by modulating the expression of their *cis*-acting target genes. They constructed a co-expression network composed of lncRNAs and target genes, which predicted 39 target genes related to fatty acid and fat biosynthesis.

These target genes may also be involved in signal transduction and multicellular, metabolic and immune system processes, as well as the regulation of these biological processes. This suggests that lncRNAs play key roles in the regulation of gene expression. In this study, the lncRNAs associated with fatty acid transport and lipid synthesis were hypothesized to have potential regulatory roles in soybean oil synthesis. 

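The text names 16 lncRNAs, and 15 of them were expressed enough to be tested. In MT_30 versus JN_30, 2 of the 15 rose at an adjusted p of at most 0.05 from limma (5 when adjusted over the list alone), and these were MSTRG.40968.1 and MSTRG.50137.1. In MT_40 versus JN_40 the same 2 rose (3 rose and 1 fell when adjusted over the list alone). In MT_40 versus MT_30, MSTRG.13820.1 fell (2 fell when adjusted over the list alone). In JN_40 versus JN_30, limma called 0 of the 15 by either adjustment. At the unadjusted thresholds, 5 of the 15 passed in JN_40 versus JN_30 and 10 in MT_30 versus JN_30. The numbers there were 7 in MT_40 versus JN_40 and 9 in MT_40 versus MT_30. The study chose this list on these samples, so its counts are not independent evidence.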

The lncRNAs MSTRG.50137.1 and MSTRG.40968.1 were significantly correlated with the expression patterns of fatty acid transporter genes, and the target mRNAs of lncRNAs MSTRG.4672.1, MSTRG.45502.1 and MSTRG.13820.1 had potential functions in lipid synthesis. These results are consistent with previous reports on the lncRNAs of B. napus. Shen found that the expression patterns of 13 lncRNAs were significantly correlated with the expression patterns of 8 genes related to lipid synthesis^22^. They speculated that lncRNAs co-expressed with lipid-related genes had potential regulatory roles in the biosynthesis and accumulation of B. napus oil.

To further study the regulatory mechanisms of lncRNAs, we constructed a lncRNAs-miRNAs-mRNAs network, which predicted that some lncRNAs regulate the expression of corresponding target genes through miRNAs. A functional analysis of the ceRNAs network indicated that target gene XM_003544521.3 of the lncRNAs MSTRG.50137.1 and MSTRG.40968.1 might be related to phenylpropanoid biosynthesis. Plant phenylpropane compounds regulate abiotic stress-related processes, such as lignin, flavanols and anthocyanin production. 

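MSTRG.33053.1 was higher on average in MT72 than in JN18 at both stages. This intergenic lncRNA lies on chromosome 20 (40129315 to 40130220, minus strand). Its FPKM was 4.48 ± 1.67 (SD, n = 3) in MT_30 and 1.252 ± 0.403 (SD, n = 3) in JN_30, a log2 fold change of 1.73 (standard error 0.46, adjusted p = 0.123 from limma). At 40 d it was 5.71 ± 2.93 (SD, n = 3) in MT72 and 1.45 ± 0.593 (SD, n = 3) in JN18, a log2 fold change of 1.87 (standard error 0.46, adjusted p = 0.278).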

The target gene XM_006595284.2 of lncRNA MSTRG.33053.1 may encode an ABC transporter^35–37^. Abscisic acid improves drought resistance by balancing production, catabolism and transportation in peanut leaves. Furthermore, the target gene XM_014778710.1 of lncRNA MSTRG.43234.1 encodes the zinc-finger protein NFXL1, and the associated mRNA regulates zinc-finger protein production, which improves oil synthesis. These target genes are related to lipid synthesis and abiotic stress responses^29^.

The lncRNAs related to oil synthesis were identified and their regulatory network was characterized. This further enhanced our understanding of the regulatory mechanism of oil synthesis, at a molecular level, in soybean and other oil crops. This is the first report on the expression profiles of lncRNAs involved in soybean oil synthesis. A total of 39,324 lncRNAs were found, and 561 were differentially expressed during the development of mutants and wild-type pods. A functional analysis of these lncRNAs and related protein-coding genes indicated that the former play important roles in soybean oil synthesis. The construction of the lncRNAs-miRNAs-mRNAs network indicated that some lncRNAs regulate the expression of corresponding protein-coding genes through miRNAs interactions. Our results provide new insights into the functions of lncRNAs in soybeans and their expression patterns during soybean seed development. They also provide valuable theoretical and practical bases for cultivating soybean varieties with high oil-synthesis capabilities.

## Materials and methods

### Plant materials

In 2015, the low-linolenic acid mutant ‘MT72′ was obtained after soybean was exposed to 0.5% ethyl methanesulfonate for 6 h. The results of gas chromatography showed that the unsaturated fatty acid level of ‘MT72′ was 4.41% linolenic acid, 26.46% oleic acid, and 52.22% linoleic acid. And the saturated fatty acid level of ‘MT72′ was 10.20% palmitic acid and 5.11% stearic acid (GC-7890, Agilent, Santa Clara, CA, USA). The high-oil soybean variety ‘JN18′ was determined to contain 7.11% linolenic acid, 21.73% oleic acid, 56.21% linoleic acid, 10.25% palmitic acid and 4.70% stearic acid using gas chromatography (Agilent) at the Biotechnology Center of Jilin Agricultural University in 2006. The content of linolenic acid and oleic acid in ‘MT72′ and ‘JN18′ is significantly different (Fig. 12). In this study, the fourth-generation low-linolenic acid mutant ‘MT72′ was used as the experimental material and ‘JN18′ as the control material. Two groups of soybean pod samples were collected from the experimental and control groups every 10 days (d) starting from 12 d after flowering. Seven samples were taken from the teaching and research base of Jilin Agricultural University from 20 to 80 d after flowering in 2018 (Fig. 13). The pods were wrapped in aluminum foil, quickly frozen in liquid nitrogen and then stored at -80.

**Figure 12:**
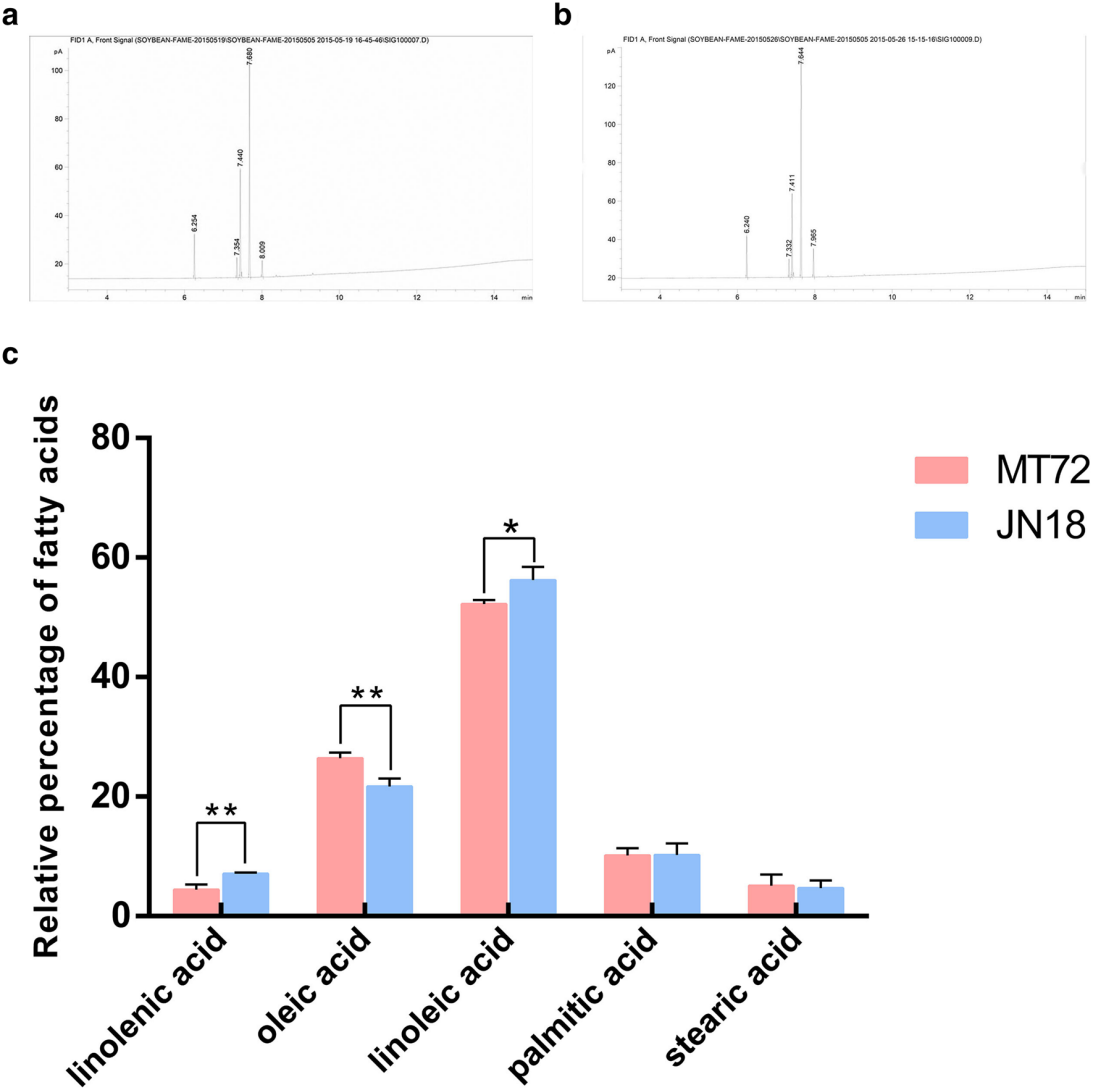
Quality analysis of main fatty acid components of ‘MT72′ and ‘JN18′. (**a**) Gas chromatogram of mutant ‘MT72′. (**b**) Gas chromatogram of mutant ‘JN18′. (The peak times are palmitic acid, stearic acid, oleic acid, linoleic acid and linolenic acid from left to right). (**c**) Bar diagram of ‘MT72′ and ‘JN18′ different fatty acid content. *indicates a statistical difference at *p* < 0.05, ** indicates a statistical difference at *p* < 0.01.

**Figure 13:**
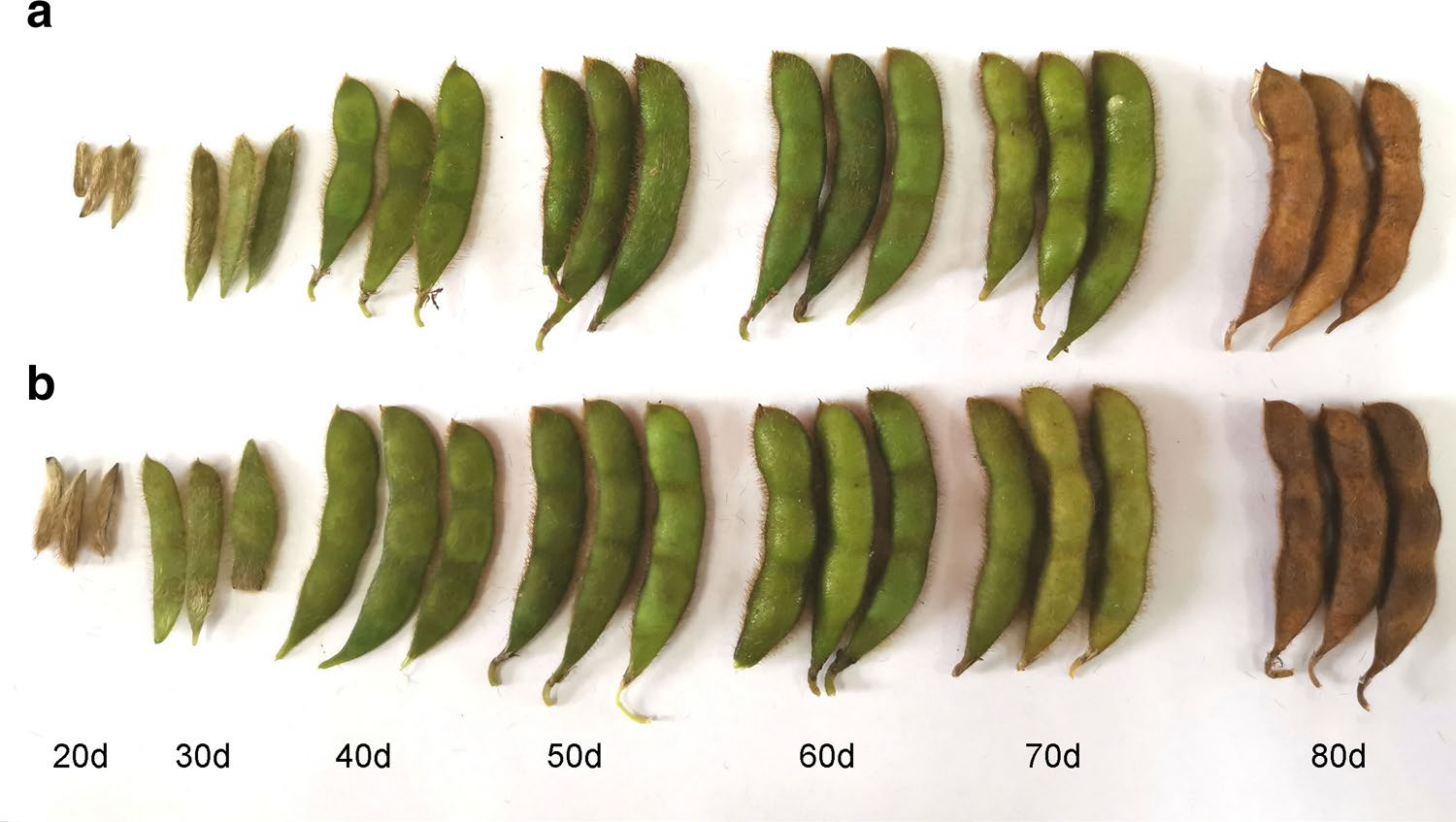
Soybean [*Glycine max* (L.) Merr] materials used in this study. samples were taken seven times from 20 to 80 d after soybean flowering. (**a**) Low-linolenic acid mutant ‘MT72′, (**b**) Control material ‘JN18’.

### LncRNAs library construction and RNA sequencing

Total RNA from young soybean pods of ‘MT72′ and ‘JN18′ at 30 and 40 d after flowering were extracted using Trizol Reagent (Invitrogen, Carlsbad, CA, USA). Total RNA from each sample was used to prepare RNA-seq libraries in accordance with the protocol of the Ribo-Zero rRNA Removal Kit (Illumina, San Diego, CA, USA), in which ribosomal RNA was depleted from approximately 10 μg of total RNA representing a specific adipose type. The remaining RNAs was fragmented into small pieces using divalent cations at a high temperature. Then, cleaved RNA fragments were reverse-transcribed to create the final cDNA library in accordance with the protocol for the TruSeq Stranded Total RNA Library Prep Kit (Illumina). The lncRNA libraries were sequenced on an Illumina Novaseq 6000 platform (LC Sceiences, Hangzhou, China) with 2 × 150-bp paired-end reads.

### Identification of lncRNAs and differential expression analysis

Firstly, Cutadapt was used to remove the reads that contained adaptor contamination, low quality bases and undetermined bases^23^. Next, the sequence quality was verified using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). We then used HISAT2^38^ to map them to the reference genomes of two soybean varieties. To construct transcriptome, the mapped reads were assembled using StringTie^24^. After final transcriptome generation, StringTie^24^ was used to estimate the expression levels of all the transcripts. Among the remaining transcripts, those with length longer than 200 bp were selected for the protein-coding-score test to calculating the Coding Potential Calculator (CPC)^39^ and Coding-Non-Coding Index (CNCI)^40^. The differentially expressed lncRNAs were selected that had |log2 (fold change) |> 1 and a statistically significant p value ≤ 0.05 using R package’s edgeR^41^.

### Functional annotation and lncRNAs-miRNA-mRNAs interaction network construction

To explore the functions of lncRNAs in soybean development, we predicted the *cis*-target genes of lncRNAs. The enrichment of predicted genes in cellular component, molecular function, and biological process was analyzed using the Gene Ontology (GO) database (http://www.geneontology.org). The pathway analysis of potentially differently expressed genes used the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (http://www.genome.jp/kegg/)^42^. The lncRNAs-miRNAs-mRNAs network was constructed using Cytoscape (version 3.7.0)^43^.

### Quantitative real-time PCR validation

To verify the sequencing results, qRT-PCR was performed to detect the expression levels of lncRNAs, miRNAs and target genes in soybean pods of different groups. Total RNAs of young soybean pods in four stages were extracted using the above methods. They were reverse-transcribed using the UEIris II RT-PCR System with dsDNase (Code R2028, US Everbright Inc., Suzhou, China). Fast Super EvaGreen qPCR Master Mix (Code S2008, US Everbright Inc., Suzhou, China) was used for the qRT-PCR. The qRT-PCR conditions were as follows, initial 3-min denaturation at 95 °C, followed by 40 cycles of 30 s denaturation at 95 °C, 30 s at an appropriate annealing temperature and 30 s extension at 72 °C, followed by a 10 min final extension at 72 °C. All the reactions were performed with three replicates. The relative gene expression values were calculated using the 2^−ΔΔCT^ method^44^.

## Supplementary Information

Supplementary Information

## Data Availability

All data pertaining to the present study has been included in the Figures/supplementary files of the manuscript. The RNA-seq datasets are avail-able in the GEO database (Accession ID: GSE161260, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161260).

How the deposited data were processed for this re-analysis (not part of the article)

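Total RNA of young soybean pods was sequenced from 12 libraries, with 3 biological replicates of MT72 and of JN18 at 30 and 40 d after flowering. Libraries were assigned to groups from the sample labels and the paper's supplementary tables, and every library was mapped. The deposited table lists 11072 lncRNA transcripts. Its FPKM values were made by the authors with StringTie, one value per library, after trimming with Cutadapt and mapping to soybean reference genomes. The paper's methods name HISAT2 for the mapping and the submitters' processing notes name TopHat2, without versions. The coverage values, also as deposited by the authors, give the mean read coverage per base of each transcript from StringTie with no normalization. The CPC score and the CNCI score of each transcript were computed by the authors on the assembled transcripts, of which those longer than 200 bases and without coding potential were kept. The table gives no read counts, and the genome build of its positions is not given in the sources used here.

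The ratio of coverage to FPKM was constant within each library and gives the aligned bases of the library in Gb, from 10.0 in JN_8 to 12.3 in JN_4. Estimated reads per transcript were computed as coverage times length divided by the read length of 150 bases. At 1 FPKM a transcript of median length had 22.6 to 27.7 estimated reads, so that values well under 0.1 FPKM rest on very few reads.

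A transcript counted as detected at an FPKM above 0. The numbers detected per library were compared between stages with a two-sided exact permutation test. Expression was compared with limma 3.58.1 in R 4.3.3 on log2 of FPKM plus a pseudocount of 0.1, over 9142 lncRNAs above 0.1 FPKM in at least 3 libraries. The size of a log2 fold change depends on the pseudocount where a group lies near or under it. All 4 groups stood in 1 fit with a trend in the prior variance, and the comparisons were JN_40 versus JN_30, MT_30 versus JN_30, MT_40 versus JN_40 and MT_40 versus MT_30. A further contrast tested whether the stage effect differed between MT72 and JN18. Calls were counted at the paper's stated thresholds, an absolute log2 fold change above 1 and an unadjusted p of at most 0.05, and again with a p adjusted by the Benjamini-Hochberg method. The paper's methods name edgeR, and the input and normalization it was given are not named in the paper's text. Transcript classes i, u and x were tested as sets with camera at a preset correlation of 0.01 and again with an estimated correlation. Descriptions and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

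Most lncRNAs named in the text were chosen by a rule set before the data were examined. It takes the 16 lncRNAs that the paper's text names, and in each comparison up to 10 per direction with the largest change among those at an adjusted p of at most 0.05, with a mean of at least 0.5 FPKM in the higher group and no overlap between the libraries of the groups. It also takes the 5 lncRNAs with the smallest adjusted p for a different stage effect. The lncRNAs called in all 4 comparisons, the most abundant transcripts and the examples taken from the host gene list below stand outside this rule and were chosen after their values were seen. Values of some of the 16 lncRNAs in the paper's figures had been seen. Lists of lncRNAs by the product of the host gene had been planned but were not run, because the reference given, a table of gene symbols of Glycine_max_v4.0, has no products. In their place 21 lncRNAs in or opposite named genes of lipid metabolism, seed storage and lipoxygenases were listed after the host names, but not their values, had been seen. The reference matched 4308 of the 4607 host gene names and 7 of the 8 target transcripts searched.

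The fit was tested on simulated data. With log2 changes of 2 put into some lncRNAs, 16.4% to 29.9% of them were called at the adjusted p, and 53.0% to 59.1% at log2 changes of 3. False calls numbered 1 to 3 per comparison at the adjusted p and 351 to 397 at the unadjusted thresholds. The noise of each lncRNA was drawn independently in these data, so noise shared by a whole library was left out. Alternatives covered pseudocounts of 0.01 and 1, other filters on low FPKM, a fit of only the compared groups, rescaled FPKM, array weights, voom on estimated reads, a replicate block and the omission of each library in turn. The replicate block was also fitted on the compared groups alone. The lncRNA targets, miRNAs, mRNAs and qRT-PCR values were not analysed here.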

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

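The tests of depth and of a swapped sample for library JN_9 were chosen only after the result was seen.

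The change from 30 to 40 d differed between MT72 and JN18 for 7 lncRNAs that the paper does not discuss, by a test of the difference itself (limma, adjusted p of at most 0.05). The log2 fold change in MT72 minus that in JN18 was 3.14 for MSTRG.53475.1, -3.86 for MSTRG.19913.1, -4.54 for MSTRG.51380.1, -4.49 for MSTRG.43107.1 and -4.94 for MSTRG.46262.1 (adjusted p of 0.0196, 0.0260, 0.0271, 0.0271 and 0.0271). MSTRG.19913.1 and MSTRG.51380.1 were listed at 0 in all groups but MT_30. MSTRG.46261.1, whose span covers MSTRG.46262.1, was also among the 7, so these calls may not be independent of each other. The size of most of the 5 values depends on the 0.1 added before the log, and over the settings they ran from 2.52 to 3.29, -7.09 to -1.24, -7.80 to -1.73, -8.34 to -1.25 and -5.37 to -3.17 in the same order. Of 100 assignments of the libraries to groups, 8 gave at least 7 such lncRNAs, the real one included, and the highest other gave 260, so chance is not excluded. The assignment with 260 set the libraries of 40 d against those of 30 d and thus carried the stage difference itself, so that such assignments are not free of the real differences. The call of MSTRG.53475.1 was lost without MT_5 (0.114), MT_7 (0.0607) or JN_6 (0.0835), and those of the others without these and more libraries, with an adjusted p of up to 0.137, 0.621, 0.222 and 0.769 over the settings.

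Of 10 lncRNAs that differed between the materials at both stages at an adjusted p of at most 0.05 (limma), 8 are not named by the paper. The log2 fold changes of MT72 over JN18 at 30 and 40 d were 7.76 and 7.73 for MSTRG.16468.1, 4.49 and 5.59 for MSTRG.45584.1, 3.78 and 5.25 for MSTRG.14432.1, 7.10 and 4.80 for MSTRG.33279.1, 2.86 and 4.10 for MSTRG.39554.1, 3.91 and 2.52 for MSTRG.36999.1, 3.09 and 2.51 for MSTRG.9226.1, and -3.70 and -3.15 for MSTRG.42751.1. MSTRG.33279.1 was listed at 0 in JN_30 and MSTRG.42751.1 in MT72. The size of most of these values depends on the 0.1 added before the log, and at 40 d the 8 ran over the settings from 5.37 to 9.17, 5.06 to 6.29, 3.61 to 5.92, 2.57 to 7.02, 1.61 to 6.48, 1.80 to 2.80, 1.47 to 2.74 and -6.30 to -0.87 in the same order. At 40 d the calls of MSTRG.16468.1, MSTRG.45584.1, MSTRG.14432.1 and MSTRG.39554.1 stood with any library left out. These calls were lost with the replicate block, which gave their highest adjusted p over the settings (0.189, 0.242, 0.450 and 0.409). That setting also fitted the compared groups alone, so the block by itself need not account for the loss of these calls. Those of MSTRG.33279.1, MSTRG.36999.1, MSTRG.9226.1 and MSTRG.42751.1 were lost without MT_4 (0.138, 0.181, 0.0922 and 0.0782), MT_5 (0.216, 0.0710, 0.0945 and 0.0816) or MT_6 (0.199, 0.236, 0.145 and 0.0783), and without some libraries of other groups, with an adjusted p of up to 0.625, 0.450, 0.366 and 0.580 over the settings.

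In all, 119 lncRNAs differed at the unadjusted thresholds between the materials in the same direction at both stages, 92 higher and 27 lower in MT72. Genome segments that differ between the lines would place these lncRNAs near each other, but 28.6% had another of them within 1 Mb, against a median of 26.1% and a range of 8.40% to 45.4% for random draws, which argues against a few such segments as the source of the whole pattern. A preparation batch marked by the share of valid reads stays open: it could place library MT_7, which has a share like that of JN18, near JN18, and MT_7 sat at 0.772 of the way from JN18 to the other MT72 libraries at 30 d (95% interval 0.692 to 0.856 over 107 lncRNAs). That is nearer to MT72. The lncRNAs were called without MT_7, and MT_8 and MT_9 set the MT72 end of the scale. MT_7 can therefore fall short of that end without a batch, and its place cannot decide on one. The interval is over lncRNAs in 1 library and does not measure the spread between libraries. A difference between the lines themselves also stays open and was not tested.

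Library JN_9 stood apart from the other libraries of JN_30. Low depth is argued against, since JN_9 had 12.2 Gb of aligned bases against a median of 11.2 Gb in the others. A swapped or wrong label stays open: JN_9 correlated with the libraries of 40 d at 0.540 to 0.584 (JN_5), with JN_8 at 0.539 and with JN_7 at 0.475, but all of these lay below the lowest value within a group among the others, 0.661. More unspliced RNA may have played a part: intronic transcripts lay 0.25 higher than intergenic ones on the log2 scale relative to JN_7 and JN_8, but both medians were negative (-0.10 and -0.36), which leaves it open. Few distinct RNA molecules were not decided: at 100 or more estimated reads, where this would not widen the spread, the spread of JN_9 was 1.44 times the larger of the other spreads, between the bounds set for and against it and nearer the bound against.

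Of 5465 transcripts above 1 FPKM in a library, 705 (12.9%) were listed at 0 in another library of the same group, with 478 in JN_30, 122 in MT_40, 133 in JN_40 and 105 in MT_30, where a transcript can count in several groups. Low coverage stays open: the highest library of such a transcript had a median of 65.6 estimated reads, but the choice of transcripts above 1 FPKM rules out low numbers there, so that this test could not have found them. The division of reads among overlapping transcripts of a locus also stays open: the share was 1.78 times as high in classes j, o and x (20.4%) as in classes i and u (11.4%), but this rests on the intronic class (4.11%), and the intergenic class (21.3%) lay above class j (13.7%) and below classes o (28.8%) and x (31.6%). No biological explanation was tested.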

How the results depend on the processing

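The settings that keep only detected transcripts or only classes j, o and x, or take shares of the sum of the group counts, were chosen after the result was seen, and all other settings were planned. Of 2047 values of named lncRNAs under other settings, 1548 kept their direction and their side of the threshold, 482 kept their direction but lost the call, 17 gained it and 0 changed direction. These values cover lncRNAs chosen for a call, and paper-named lncRNAs in comparisons where their unadjusted p was at most 0.05. A kept direction was thus largely fixed by the choice. The 1548 include values without a call that stayed without it. MSTRG.46261.1 and MSTRG.46262.1 kept their calls under every setting run for MT_30 versus JN_30 and MT_40 versus MT_30, and MSTRG.16468.1 under every setting for MT_30 versus JN_30. At a log2 change of 2, simulated data gave a call for at most 29.9% of the changed lncRNAs, so a missing call says little about small changes. The cause was not tested for the shifts below, except that the filter on a mean of at least 0.5 FPKM tests fewer lncRNAs.

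Counts follow in the order JN_40 versus JN_30, MT_30 versus JN_30, MT_40 versus JN_40 and MT_40 versus MT_30. They were 972, 1095, 535 and 1297 at the unadjusted thresholds, and became 108, 245, 88 and 290 with a pseudocount of 1 and 453, 594, 247 and 633 with a mean of at least 0.5 FPKM. With the 2 compared groups alone the first was 619. At the adjusted p they were 18, 81, 14 and 229, and became 7, 41, 9 and 143 with a pseudocount of 0.01, 0, 53, 6 and 139 with a mean of at least 0.5 FPKM, and 1, 11, 1 and 635 with the 2 compared groups alone. A pseudocount of 1 gave 0 and 134 for the first and last, voom on estimated reads 11, 43 and 9 for the first 3, and array weights 1, 25 and 818 for all but MT_30 versus JN_30. The replicate block, also with the 2 compared groups alone in the fit, gave 6 in MT_30 versus JN_30 and 0 in MT_40 versus JN_40 (521 at the unadjusted thresholds). Libraries of equal number did not pair, with correlations of -0.159 to 0.0136. The number with a different stage effect, 7, was 1 with a pseudocount of 0.01, 3 with no filter and 3 with voom.

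With each library left out in turn, the unadjusted counts ranged from 725 to 1263, 893 to 1674 (without JN_7), 432 to 674 and 993 to 1540. The adjusted counts ranged from 0 to 102, 32 to 189, 8 to 28 and 75 to 471, and the number with a different stage effect from 0 to 10. In JN_40 versus JN_30 the adjusted count was 11 without MT_6, 9 without MT_7, 8 without MT_8 or MT_9, 4 without JN_4, 5 without JN_6, 0 without JN_7 (985 unadjusted), 102 without JN_8 and 39 without JN_9. In MT_30 versus JN_30 it was 51 without MT_7, 33 without MT_8, 32 without MT_9 and 189 without JN_7. In MT_40 versus JN_40 it was 8 without MT_4 or MT_6, 9 without MT_5, MT_8 or JN_5 and 28 without JN_9. In MT_40 versus MT_30 it was 89 without MT_4, 85 without MT_5, 104 without MT_6, 100 without MT_7, 75 without MT_8, 76 without MT_9 and 471 without JN_9. The number with a different stage effect was 4 without MT_4 or JN_7, 0 without MT_5, MT_7 or JN_6, 1 without MT_6 or JN_4 and 2 without JN_5.

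The adjusted p of the antisense class was 0.0644 with an estimated correlation in both stage comparisons, and ranged from 0.00224 to 0.0814 (without JN_7) in JN18 and from 0.00224 to 0.00731 in MT72 with a library left out. In MT_30 versus JN_30 its direction reversed with a pseudocount of 1 (0.938), with no filter (0.930) and without MT_4 (0.984), MT_8 (0.821) or JN_8 (0.485), in a range of 0.468 to 0.984. With a mean of at least 0.5 FPKM, the intronic class passed in JN_40 versus JN_30 (0.0165), MT_30 versus JN_30 (0.0138) and MT_40 versus JN_40 (0.0138), and the intergenic class in MT_30 versus JN_30 (0.00157) and MT_40 versus JN_40 (0.00252). The intronic class in MT_40 versus JN_40 passed also with a pseudocount of 1 (0.0387), and without MT_5 (0.0417) in a range of 0.0417 to 0.183.

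The difference in detected lncRNAs between 30 and 40 d turned from -1.5 to 43.2 at FPKM above 0.1, and ranged from -41.3 to 113 with a library left out, above 0 without MT_6 (26.6), JN_5 (7.63) and JN_9 (113). Detection in all 3 libraries gave 5957 common lncRNAs. Among transcripts with more than 1 exon, 3.32% were intronic, 29.0% intergenic, 56.0% sense, 11.6% antisense, 66.6% had 2 exons, 75.7% were under 1 kb and 99.3% on chromosomes, with a median FPKM of 0.450. At a mean of at least 0.5 FPKM the shares were 53.1%, 31.0%, 12.5%, 3.401%, 16.0% and 80.6%, as far as under 1 kb. Detected transcripts were 48.1% intronic and 37.9% intergenic, and as a percent of the sum of the 4 group counts, a change of denominator alone, 12.9% intronic, 10.2% intergenic, 3.10% sense and 0.648% antisense. In classes j, o and x, 0% were intronic, 0% intergenic, 82.4% sense, 17.6% antisense, 61.0% had 2 exons, 74.8% were under 1 kb and 99.2% on chromosomes. Host genes within a distance of intergenic lncRNAs and lists by host product were not run, as the reference is of another or unknown build and has no products. The replicate block does not apply to the stage comparisons.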

Differences from the paper's values

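The paper's value for all lncRNAs identified is 39324, and 10580 distinct transcripts were detected here. None of the 15 alternatives set before the data were examined brought the number within the paper's value, while the sum of the 4 group counts was 39332. The paper's own 4 group counts add up to 39324, so its value counts a lncRNA once for each group that holds it.

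The paper's shares of intronic, intergenic, sense and antisense lncRNAs are 13.0%, 10.2%, 3.1% and 0.6%, and those found here, as a percent of the transcripts listed, were 46.5%, 39.6%, 11.4% and 2.45%. Neither of the alternatives set before the data were examined, transcripts with more than 1 exon and transcripts with a mean of at least 0.5 FPKM, closed any of these gaps. The numbers of detected transcripts per class, an alternative chosen after seeing the values, were 5089, 4015, 1221 and 255 and match those of the paper, and as a percent of the sum of the 4 group counts (39332), also chosen after seeing the values, they were 12.9%, 10.2%, 3.10% and 0.648%.

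The paper's number of lncRNAs with 2 exons is 937, and 1504 were found here. Keeping transcripts with a mean of at least 0.5 FPKM brought the number to 725, within 1.5 times of the paper's value, and keeping transcripts with more than 1 exon did not. The paper's share with 2 exons is 61.0%, and the share found here was 13.6%. It was 66.6% among transcripts with more than 1 exon, and the mean of at least 0.5 FPKM did not close this gap. In classes j, o and x alone, a choice made after seeing the values, 937 transcripts (61.0%) had 2 exons.

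The numbers of differentially expressed lncRNAs at the paper's stated thresholds differed in every comparison. The paper's values are 66 in JN_40 versus JN_30, 124 in MT_30 versus JN_30, 75 in MT_40 versus JN_40 and 296 in MT_40 versus MT_30, and those found here were 972, 1095, 535 and 1297. The pseudocount of 1 gave 88 in MT_40 versus JN_40 and 290 in MT_40 versus MT_30, within 1.5 times of the paper's values, and no other alternative did. No alternative reached the values of JN_40 versus JN_30 or MT_30 versus JN_30, where the pseudocount of 1 gave 108 and 245.

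In MT_30 versus JN_30 the paper's values are 62 up-regulated and 62 down-regulated lncRNAs, and those found here were 663 and 432. With a pseudocount of 1 the down-regulated number was 59, within 1.5 times of the paper's value, the up-regulated number was 186, and no other alternative reached either. In MT_40 versus MT_30 the paper's values are 183 and 113, and those found here were 623 and 674, with 162 and 128 under a pseudocount of 1 as the sole setting within 1.5 times of both. Summed over the 4 comparisons, the paper's values are 561 in all, 345 up-regulated and 216 down-regulated, and those found here were 3899, 2099 and 1800. The pseudocount of 1 gave 731, 511 and 220, within 1.5 times of the paper's values, and the other alternatives did not.

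The paper's text gives 300 M raw reads, while the libraries of its Table S1 add up to 1140.1 M.

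The paper has MSTRG.29201.1 and MSTRG.4796.5 higher at 40 d in MT72 and lower at 40 d in JN18, and the means found here ran the other way, with log2 fold changes of -2.11 in MT72 and 2.13 in JN18 for MSTRG.4796.5 and zeros in JN_30 and MT_40 for MSTRG.29201.1. MSTRG.4796.6, another transcript at LOC100801836, had the directions that the paper gives for MSTRG.4796.5. Its log2 fold changes were 2.01 in MT72 and -2.39 in JN18. The paper has more lncRNAs at 30 d than at 40 d in both materials. Per library the mean number was 64 higher at 30 d in MT72 and 67 lower in JN18, while counts over the groups were higher at 30 d in both. The paper places all lncRNAs on the chromosomes, and 98.9% were found there. The paper has transcripts with a pair of exons as the most frequent, and transcripts with 1 exon made up 79.6% here. The paper has a pair of lncRNAs common to all comparisons, and 9 were found at its thresholds, MSTRG.29201.1 and MSTRG.4796.5 among them. The paper has more up-regulated than down-regulated lncRNAs in MT_40 versus MT_30, and at its thresholds more were lower than higher (674 and 623), while at an adjusted p 145 rose and 84 fell. At those thresholds more were higher without MT_4 (563 higher and 511 lower) or MT_8 (530 and 463), with a pseudocount of 0.01 (651 and 566) or 1 (162 and 128), at a mean of at least 0.5 FPKM (352 and 281) and with rescaled FPKM (659 and 616). In the sum of the comparisons more were higher than lower, as the paper states. The paper calls MSTRG.25566.3, MSTRG.17612.1 and MSTRG.45502.1 down-regulated and MSTRG.38543.1 up-regulated, without naming the comparison. In the pair of groups that Fig. 11a shows for each, they passed the paper's stated thresholds in that direction. The unadjusted p-values from limma were 0.00448, 0.0104, 0.00322 and 0.0220 in the same order. They did not pass at an adjusted p of at most 0.05. There the log2 fold changes were -5.67 (JN_40 versus JN_30), -1.27 (MT_40 versus JN_40), -2.79 and 2.88 (MT_40 versus MT_30). Other comparisons went the other way without passing the adjusted p. The log2 fold change was 1.13 for MSTRG.17612.1 in JN_40 versus JN_30 (adjusted p = 0.309 from limma). It was 2.41 for MSTRG.25566.3 in MT_40 versus JN_40 (0.867) and 2.39 for MSTRG.45502.1 in MT_30 versus JN_30 (0.188). In the groups of Fig. 11a, calls at an adjusted p came only in some alternatives. MSTRG.25566.3 was called with the 2 compared groups alone (0.0419), and MSTRG.38543.1 with the 2 groups alone (0.0114) and array weights (0.0282). MSTRG.45502.1 was called with the 2 groups alone (0.00777), a pseudocount of 1 (0.0181), array weights (0.00274) and without JN_9 (0.00391). In MT_40 versus MT_30, other lncRNAs that the paper places in its network were called with the 2 groups alone, array weights and without JN_9: MSTRG.35711.1 (0.0297, 0.0349 and 0.0287), MSTRG.13311.1 (0.00887, 0.0135 and 0.0416) and MSTRG.27064.1 (0.0129, 0.0332 and 0.0272). MSTRG.48618.1 was called with the 2 groups alone (0.0179).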

Other observations

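The places of the JN18 libraries along the change of MT72 were noticed after the values were seen and carry no test. From 30 to 40 d, 145 lncRNAs rose in MT72. On a scale with the mean of MT_30 at 0 and that of MT_40 at 1, the libraries of JN_40 had median places of 0.947 (JN_4), 0.904 (JN_5) and 0.943 (JN_6) over these lncRNAs. The libraries of JN_30 had 0.129 (JN_7), 0.519 (JN_8) and 0.184 (JN_9). Over the 84 lncRNAs that fell in MT72, the libraries of JN_40 had 1.02, 1 and 1 in the same order, and those of JN_30 had 0.470 (JN_7), 0.780 (JN_8) and 1 (JN_9). Library JN_8 was nearer to MT_40 than to MT_30 for 75 of the 145 and JN_7 for 23 of them.

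On chromosome 11, the intergenic lncRNA MSTRG.6671.1 (12662404 to 12663195) was at 34.8 ± 22.5 FPKM (SD, n = 3) in MT_30 and was listed at 0 in all libraries of MT_40 (limma, adjusted p = 0.0309). This call was lost when any library of MT72 was left out (0.0821 without MT_9, 0.0873 without MT_6, 0.0981 without MT_5, 0.108 without MT_4, 0.112 without MT_7 and 0.118 without MT_8), and the adjusted p ran from 1.25e-06 to 0.338 over all settings. Inside LEA-2, a late embryogenesis gene, MSTRG.31810.1 was at 2.74 ± 0.834 FPKM (SD, n = 3) in JN_40 and 1.89 ± 0.543 (SD, n = 3) in JN_30, a log2 fold change of 0.51 (adjusted p = 0.590).

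Other splits of the same libraries are too few to bound the role of chance in the counts of the 4 comparisons, as 6 libraries make 10 splits into 3 and 3. JN_40 versus JN_30 gave 972 calls at the unadjusted thresholds and the highest other split 1038. MT_30 versus JN_30 gave 1095 and the highest other 840, MT_40 versus JN_40 gave 535 and 502, and MT_40 versus MT_30 gave 1297 and 229. At the adjusted p the pairs were 18 and 10, 81 and 29, 14 and 2, and 229 and 3.

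The share of valid reads in the paper's Table S1 was 94.57% over all libraries.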
